# Neural extracellular matrix regulates visual sensory motor integration

**DOI:** 10.1016/j.isci.2024.108846

**Published:** 2024-01-09

**Authors:** Jacqueline Reinhard, Cornelius Mueller-Buehl, Susanne Wiemann, Lars Roll, Veronika Luft, Hamed Shabani, Daniel L. Rathbun, Lin Gan, Chao-Chung Kuo, Julia Franzen, Stephanie C. Joachim, Andreas Faissner

**Keywords:** Neuroscience, Sensory neuroscience, Omics, Transcriptomics

## Abstract

Visual processing depends on sensitive and balanced synaptic neurotransmission. Extracellular matrix proteins in the environment of cells are key modulators in synaptogenesis and synaptic plasticity. In the present study, we provide evidence that the combined loss of the four extracellular matrix components, brevican, neurocan, tenascin-C, and tenascin-R, in quadruple knockout mice leads to severe retinal dysfunction and diminished visual motion processing *in vivo*. Remarkably, impaired visual motion processing was accompanied by a developmental loss of cholinergic direction-selective starburst amacrine cells. Additionally, we noted imbalance of inhibitory and excitatory synaptic signaling in the quadruple knockout retina. Collectively, the study offers insights into the functional importance of four key extracellular matrix proteins for retinal function, visual motion processing, and synaptic signaling.

## Highlights

• Loss of brevican, neurocan, tenascin-C, and tenascin-R leads to retinal dysfunction
• Visual motion impairment in quadruple, tenascin-C, and tenascin-R knockout mice
• Loss of direction-selective starburst amacrine cells in quadruple knockout mice
• The matrisome influences inhibitory and excitatory synaptic balance

## Introduction

Growing evidence indicates that the extracellular matrix (ECM) matrisome and interacting molecules are key players in synaptic maturation and plasticity.^1^^,^^2^ The ECM is a highly organized and interactive meshwork composed of complexes of hyaluronan and proteoglycans linked by oligomeric glycoproteins.^3^ Particularly, ECM molecules of the tenascin glycoprotein family have become a research focus as important synaptic modulators.^4^^,^^5^ For example, tenascin-C (Tnc) modulates the activity of L-type Ca^2+^ channels and is expressed in specific patterns in the developing central nervous system (CNS).^6^ Thereafter, Tnc is downregulated but persists in regions of neuronal plasticity, such as the hippocampus.^7^ The tenascin family member tenascin-R (Tnr) is an important component of perineuronal nets (PNNs).^8^^,^^9^ Thus, the loss of Tnr leads to an abnormal PNN formation and an altered distribution of PNN-associated ECM molecules in *Tnr* knockout (KO) mice. Important binding partners of tenascins are chondroitin sulfate proteoglycans (CSPGs), which consist of a core protein with covalently attached glycosaminoglycan chains.^10^^,^^11^ The CNS-specific CSPGs neurocan (Ncan) and brevican (Bcan) inhibit neurite outgrowth^12^^,^^13^ and display developmentally regulated expression in the rodent CNS.^14^ Both tenascins as well as CSPGs are structural components of PNNs or closely associated with them in the brain and play a crucial role in regulating neurotransmission and synaptic plasticity.^8^^,^^15^ As such, the elimination of either *Bcan*, *Tnc*, or *Tnr* in gene KO approaches resulted in the modification of long-term potentiation (LTP) in the CA1 region.^6^^,^^16^^,^^17^^,^^18^ It is worth noting that in the retina, the formation of PNNs, as observed in different brain regions, is not as evident. In the retina, the four ECM molecules, Bcan, Ncan, Tnc, and Tnr, appear to primarily associate with the synaptic plexiform layers, although their functional significance remains unclear.^19^^,^^20^^,^^21^^,^^22^

The integration of visual motion processes relies on a precise and finely tuned synaptic neurotransmission. In the retina, starburst amacrine cells (SACs) play a pivotal role in direction selectivity and the detection of directional motion.^23^^,^^24^ SACs associate with the retinal ganglion cell layer (GCL) and inner nuclear layer (INL) and are characterized by the expression of choline acetyltransferase (ChAT). By releasing γ-aminobutyric acid (GABA), SACs modulate synaptic input on direction-selective RGCs (DSGCs).^25^ Notably, GABA_A_ receptors containing the α2 subunit have been found to be critical for direction-selective inhibition.^26^

To examine the role of the neural ECM in visual motion processing, we studied mice lacking the ECM components Bcan, Ncan, Tnc, and Tnr. These quadruple KO mice are viable and fertile.^27^ Previous investigations revealed that hippocampal neurons from quadruple KO mice exhibit diminished PNNs, altered expression of synaptic proteins, and lower miniature excitatory and inhibitory postsynaptic current (mEPSC/mIPSC) frequencies.^28^ A reduced short-term depression and changed frequency dependence was observed in the quadruple KO hippocampus *in vivo*,^29^ paralleled by a dramatic change in the ratio of excitatory and inhibitory synapses in cultured hippocampal neurons.^30^ Moreover, these ECM proteins are important regulators of the interplay between PNNs, synaptic integrity, inhibitory interneurons, and the transcription factor Otx2 (orthodenticle homeobox 2) in the visual cortex.^31^ These observations indicate that the neural ECM preserves the equilibrium of neuronal networks by stabilizing inhibitory synapses.^32^ However, it is currently poorly understood if and to which extent the quadruple KO results in an excitatory-inhibitory synaptic imbalance *in vivo*. It is also not known which functional and cellular consequences this entails in neural networks. In this perspective, we focused on retinal function in quadruple KO mice. So far, the consequences of an ECM KO for visual processing are only poorly understood.^33^^,^^34^ However, previous studies have indicated the essential role of the ECM protein pikachurin in facilitating selective synapse formation between retinal photoreceptors and ON bipolar cells, thus modulating visual motion processing and optokinetic responses.^35^^,^^36^^,^^37^

Herein, we demonstrate severe retinal dysfunction in quadruple KO mice lacking the ECM molecules Bcan, Ncan, Tnc, and Tnr. Most interestingly, altered visual motion processing was evident in the quadruple KO as well as in *Tnc* or *Tnr* single KO mice. This could be traced to a loss of cholinergic direction-selective SACs, an impaired balance of inhibitory GABAergic and excitatory glutamatergic synapses and significant changes in the transcriptome of quadruple KO retinae. Collectively, our study provides crucial evidence that the ECM influences visual sensory motor behavior already at the retina level, without intervention of disease and/or experimental manipulation.

## Results

### Differential expression of Bcan, Ncan, Tnc, and Tnr in the postnatal and adult mouse retina

Before analyzing the functional importance of Bcan, Ncan, Tnc, and Tnr, we wanted to elucidate their detailed expression patterns during mouse retinal development via immunohistochemistry and *in situ* hybridization (Figures 1 and S1). Additionally, the specificity of the antibodies utilized for immunohistochemistry, targeting Bcan, Ncan, Tnc, and Tnr, was validated through control staining of quadruple KO retinae (Figure S2).

**Figure 1:**
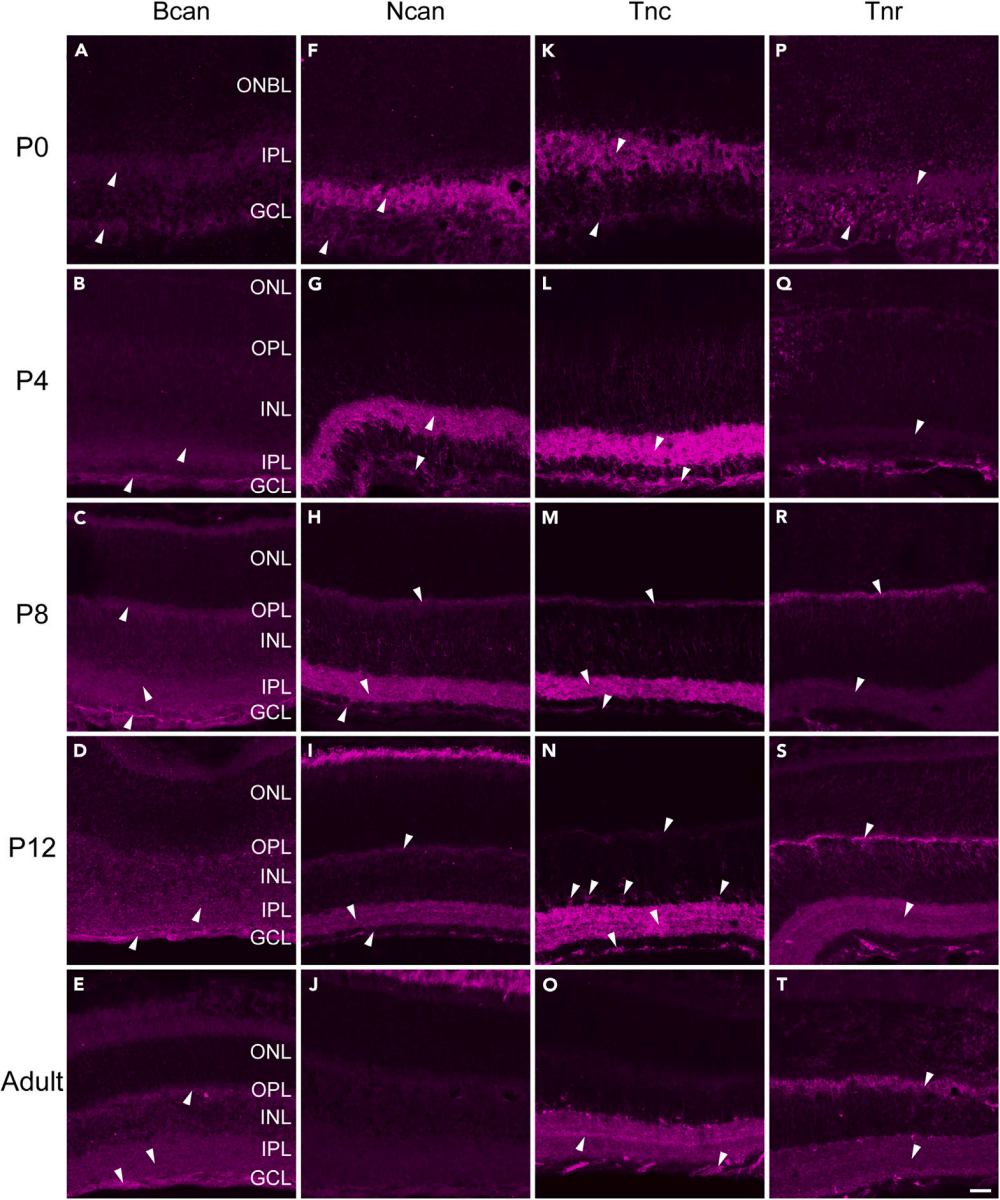
Immunohistochemical staining of Bcan, Ncan, Tnc, and Tnr in the postnatal and adult mouse retina Differential staining pattern of Bcan (A–E), Ncan (F–J), Tnc (K–O), and Tnr (P–T) in the postnatal (P0, P4, P8, and P12) and adult retina. White arrows mark prominent signals. Scale bar: 20 μm. Bcan, brevican; GCL, ganglion cell layer; INL, inner nuclear layer; IPL, inner plexiform layer; Ncan, neurocan; ONBL, outer neuroblastic layer; ONL, outer nuclear layer; OPL, outer plexiform layer; P, postnatal; Tnc, tenascin-C; Tnr, tenascin-R.

The expression of Bcan in the developing mouse retina has not been analyzed so far. *Bcan* mRNA expression was hardly detectable at postnatal day (P) 0 and P4 but increased throughout ongoing retinal development (Figures S1A–S1E`).

Also, on protein level, we observed weak immunoreactivity of Bcan in the inner plexiform layer (IPL) and the GCL around P0 and P4 (Figures 1A and 1B). From P8 onwards, we found signals in the outer plexiform layer (OPL), and the immunoreactivity in the GCL increased (Figures 1C–1E).

The protein pattern of Ncan was described previously in the developing rat retina.^21^ When we analyzed the mRNA expression of *Ncan* in the P0 mouse retina, we observed faint signals throughout all retinal layers (Figures S1F–S1J`). At P4, these signals became more pronounced, especially in the inner retina. However, *Ncan* mRNA expression was less distinct in the adult retina. The immunohistochemical analyses revealed Ncan protein from P0 onward in the IPL and GCL (Figures 1F–1J). At P8, Ncan was also observed in the OPL. At adulthood, no specific Ncan immunoreactivity was observed. Remarkably, Ncan signals vanished in retinal layers.

Developmental Tnc expression has been previously reported in the chick retina.^19^ Here, *Tnc* mRNA was detected in amacrine cells (ACs), displaced ACs, and horizontal cells (HCs). In our study, we revealed a similar *Tnc* expression in the developing mouse retina. *Tnc* mRNA expression was detected in single cells of the outer neuroblastic layer (ONBL) at P0 (Figures S1K and S1K`). From P4 until P12, Tnc signals were found at the basal side of the INL and in the GCL, where ACs are located (Figures S1L–S1N`). This expression pattern was also noted in the adult retina (Figures S1O and S1O`). Additionally, we observed signals at the apical side of the INL. On protein level, Tnc was localized in the IPL and GCL from P4 onward (Figures 1K–1O). At P8, additional signals were observed in the OPL. In the adult retina, Tnc immunoreactivity decreased slightly.

In the mouse retina, Tnr expression seems to increase until the third postnatal week and then remains at a constant level.^20^ Our results suggest that some cells in the ONBL already expressed *Tnr* mRNA at birth (Figures S1P and S1P`). Upon P4, *Tnr* mRNA was expressed by cells at the apical side of the INL (Figures S1Q–S1T`). Signals were also observed at the basal side of the INL and in the GCL. On protein level, only faint Tnr signals were detected at P0 and P4 (Figures 1P and 1Q). After P8, Tnr immunoreactivity highly increased in the OPL as well as in the IPL, and this expression pattern was maintained until the adult stage (Figures 1R–1T).

Taken together, our study showed that the expression of Bcan, Ncan, Tnc, and Tnr is developmentally regulated in the mouse retina. Most interestingly, on protein level, these ECM constituents showed a prominent expression in the plexiform layers, which points to their potential functional relevance at synaptic sites.

### Physiological intraocular pressure but severe reduction of a-/b-wave amplitudes in quadruple KO mice

To explore possible physiological and functional alterations in quadruple KO mice, we measured the intraocular pressure (IOP) and analyzed the retinal function (Figures 2A–2F; Table S1). The IOP measurement was conducted to establish a potential link between ocular hypertension and the ECM gene knockout. By assessing the IOP, we aimed to investigate whether IOP changes indicate a pathological condition, such as glaucoma, and whether it might influence the outcomes of the subsequent experiments. However, tonometry analyses revealed a comparable and physiological IOP in wild-type (WT) and quadruple KO mice (quadruple KO: 11.39 ± 0.60 mmHg; WT: 11.94 ± 0.52 mmHg; p = 0.49; Figure 2A).

**Figure 2:**
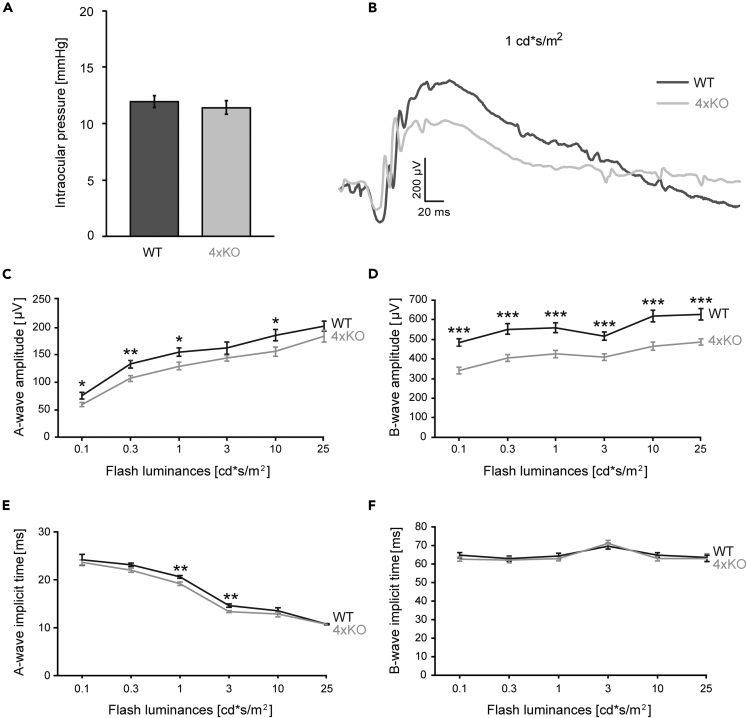
Physiological intraocular pressure but severe reduction of a-/b-wave amplitudes in quadruple KO mice (A) Physiological IOP in quadruple KO and WT mice. The IOP of both eyes was measured in quadruple KO and WT mice. Quadruple KO and WT mice exhibited a comparable, normal physiological IOP. p > 0.05; N = 12. (B) Representative ERG waveforms are shown for WT and KO eyes at a flash luminance of 1 cd∗s/m^2^. (C and D) ERG recordings revealed significantly reduced a-wave amplitudes in quadruple KO compared with WT animals. Remarkably, b-wave amplitudes were significantly decreased. (E and F) The implicit time of the a-wave was significantly reduced in quadruple KO mice at a flash luminance of 1.0 and 3.0 cd∗s/m^2^, whereas a comparable implicit time of the b-wave was noted in both groups. ∗p < 0.05, ∗∗p < 0.01, ∗∗∗p < 0.001; N = 8. 4xKO, quadruple KO; μV = microvolt; cd∗s/m2 = candela x seconds per meter square; IOP, intraocular pressure; mmHg, millimeters of mercury; ms, millisecond; WT, wild-type. Data are shown as mean ± SEM.

Functional analyses were performed by scotopic electroretinogram (ERG) recordings (Figures 2B–2F; Table S1). Here, the a-wave represents electrical responses of the rod photoreceptors, whereas the b-wave shows electrical responses of rod BCs to the light flash. ERG recordings showed that quadruple KO mice had significantly reduced a-wave amplitudes (p < 0.05 at 0.1, 0.3, 1, and 10 cd∗s/m^2^; Figures 2B and 2C; Table S1). Contrary, the implicit time of the a-wave was decreased in quadruple KO mice (p < 0.01 at 1 and 3 cd∗s/m^2^; Figure 2E; Table S1), indicating a faster photoreceptor response. Most notably, b-wave amplitudes were reduced (p < 0.001; 0.1 to 25 cd∗s/m^2^; Figures 2B and 2D; Table S1). However, a comparable implicit time of the b-wave was noted in both genotypes (p > 0.05; from 0.1 to 25 cd∗s/m^2^; Figure 2F; Table S1).

Overall, these data indicated severe retinal functional deficits in quadruple KO mice, which seemed to particularly affect the inner retina.

### Impairment of optomotor responses in quadruple KO mice as well as *Tnc* and *Tnr* single KO mice

Based on our findings of an impaired retinal function in quadruple KO mice, we implemented further measurements of visual motion processing. Therefore, we measured the optomotor response (OMR), a basic mechanism to stabilize images on the retina in a moving environment.^38^ We analyzed the OMR in quadruple KO as well as in *Tnc* and *Tnr* single KO mice (Figures 3A–3D). As measure for the OMR, we counted the number of head movements. Quadruple KO mice showed a significantly reduced number of head movements/minute at slow (20°/second) as well as fast velocities (50°/second) and in both directions (rotation clockwise and counterclockwise) compared with WT mice (p < 0.001).

**Figure 3:**
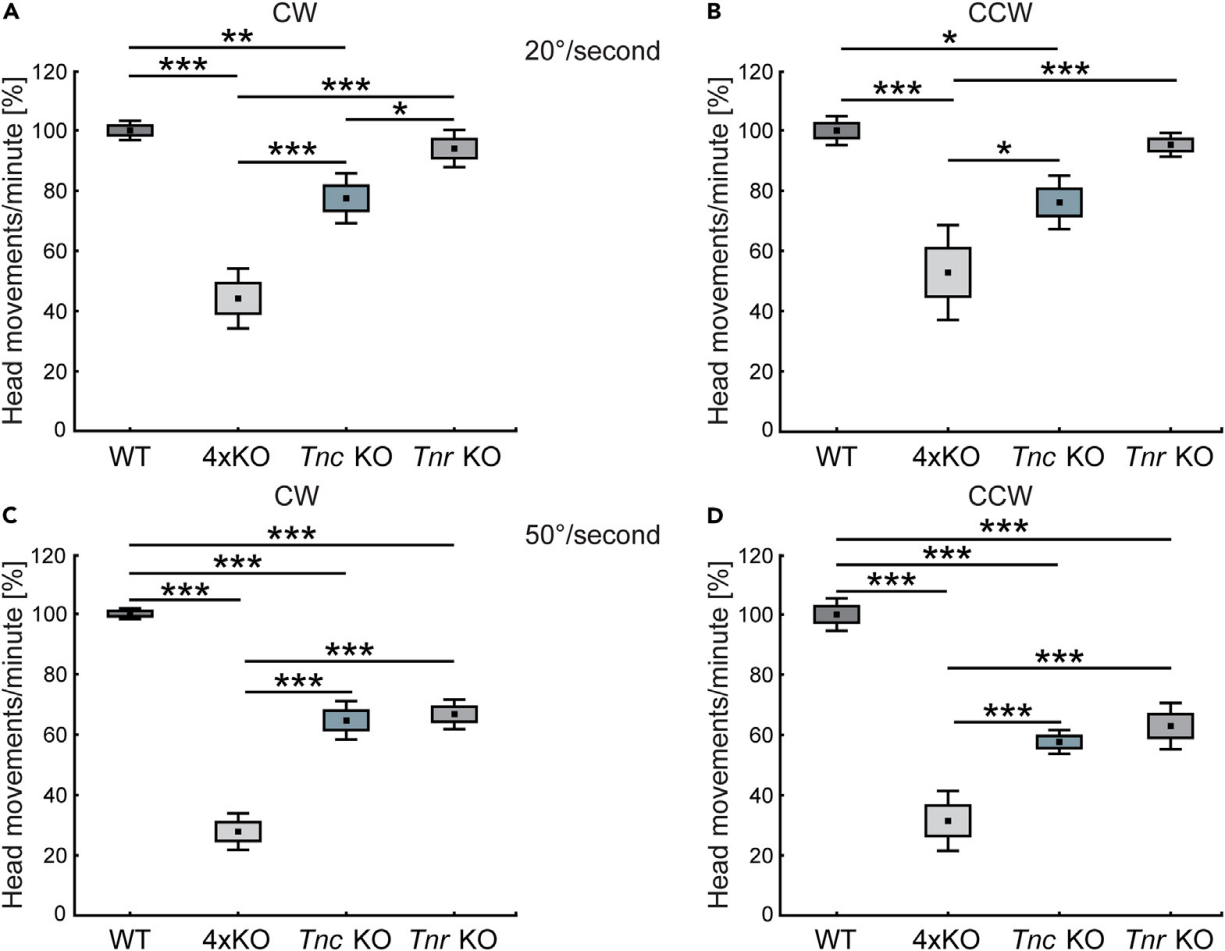
Impairment of optomotor responses in quadruple KO mice as well as *Tnc* and *Tnr* single KO mice (A–D) Quadruple KO mice showed a significantly reduced number of head movements at slow [20°/second; (A) and (B)] as well as fast velocities [50°/second; (C) and (D)] and in both directions (rotation clockwise [CW], (A) and (C); and rotation counterclockwise [CCW], (B) and (D)] compared with WT mice. Additionally, quadruple KO mice displayed a lower number of head movements in comparison to *Tnc* KO and *Tnr* KO animals. Compared with the WT group, as shown for both directions and velocities, *Tnc* KO mice exhibited a reduced number of head movements. *Tnr* KO animals displayed a comparable number of saccades at slow velocities in both directions compared with control mice. However, a significant reduction was observed at fast velocities. Only a slightly reduced or comparable number of head movements was found in *Tnc* KO when compared with *Tnr* KO mice. ∗∗p < 0.01, ∗∗∗p < 0.001; N = 6. 4xKO, quadruple KO; CW, clockwise; CCW, counterclockwise; *Tnc* KO, *Tnc* knockout; *Tnr* KO, *Tnr* knockout; WT, wild-type. Data are shown as mean ± SEM ± SD and were normalized to the WT values (mean set to 100%).

Quadruple KO mice also displayed a lower number of head movements in comparison to *Tnc* (p < 0.05) and *Tnr* (p < 0.001) KO animals. Compared with the WT group, as shown for both directions, *Tnc* KO mice performed less head movements at 20°/second (p < 0.05) and 50°/second (p < 0.001). *Tnr* KO animals showed a comparable number of head movements at slow velocities in both directions as WT mice (p > 0.05). However, a significant reduction was observed at fast velocities (p < 0.001). Only a slightly reduced (p < 0.05; 20°/second, clockwise) or comparable number of head movements (p > 0.05; 20°/second, CCW; 50°/second, clockwise and counterclockwise) was found in *Tnc* KO mice when compared with *Tnr* KO animals.

In summary, our data indicate a defective visual processing in the investigated ECM mutants, which was most severe in quadruple KO mice. Interestingly, compared with quadruple KO mice, *Tnc* single KO mice showed less severe impairment in the optomotor response behavior but significant limitations compared with *Tnr* KO mice. These results indicate that the four ECM molecules are critical for visual motion processing.

### Loss of cholinergic direction-selective ON-SACs in the quadruple KO retina

Because of the impairment in the optomotor behavior in quadruple KO mice, we next analyzed whether these defects are associated with deficits on the cellular level. Cholinergic direction-selective SACs play a crucial role in mediating retinal direction selectivity. Thus, destruction of SACs leads to a loss of directionality in RGCs as well as a loss of optokinetic responses, indicating their importance for stabilizing image motion.^39^^,^^40^ Additionally, selective ablation of SACs leads to a loss of OMRs.^41^

To analyze the number of SACs in quadruple KO and WT retinae, flat-mounts were immunostained with anti-ChAT antibodies. Thus, cell bodies of ON- and OFF-cholinergic SACs were specifically stained in the GCL and INL, respectively (Figures 4A and 4B`).^42^ Quantification revealed a significantly lower number of cholinergic SACs in the GCL of quadruple KO compared with WT retinae (WT: 653.5 ± 134.6 cells/mm^2^; quadruple KO: 474.9 ± 86.0 cells/mm^2^, p = 0.01, Figure 4C). In contrast, no change in the number of ChAT^+^ cells could be observed in the INL (WT: 729.8 ± 99.7 cells/mm^2^; quadruple KO: 806.1 ± 111.0 cells/mm^2^, p = 0.2, Figure 4D). In addition, we conducted immunostainings of ChAT^+^ SACs in *Tnc* and *Tnr* single KO mice. However, we observed a similar number of SACs compared with WT mice (Figures S3A–S3D). These results indicated a specific loss of cholinergic ON-SACs in the quadruple KO retina.

**Figure 4:**
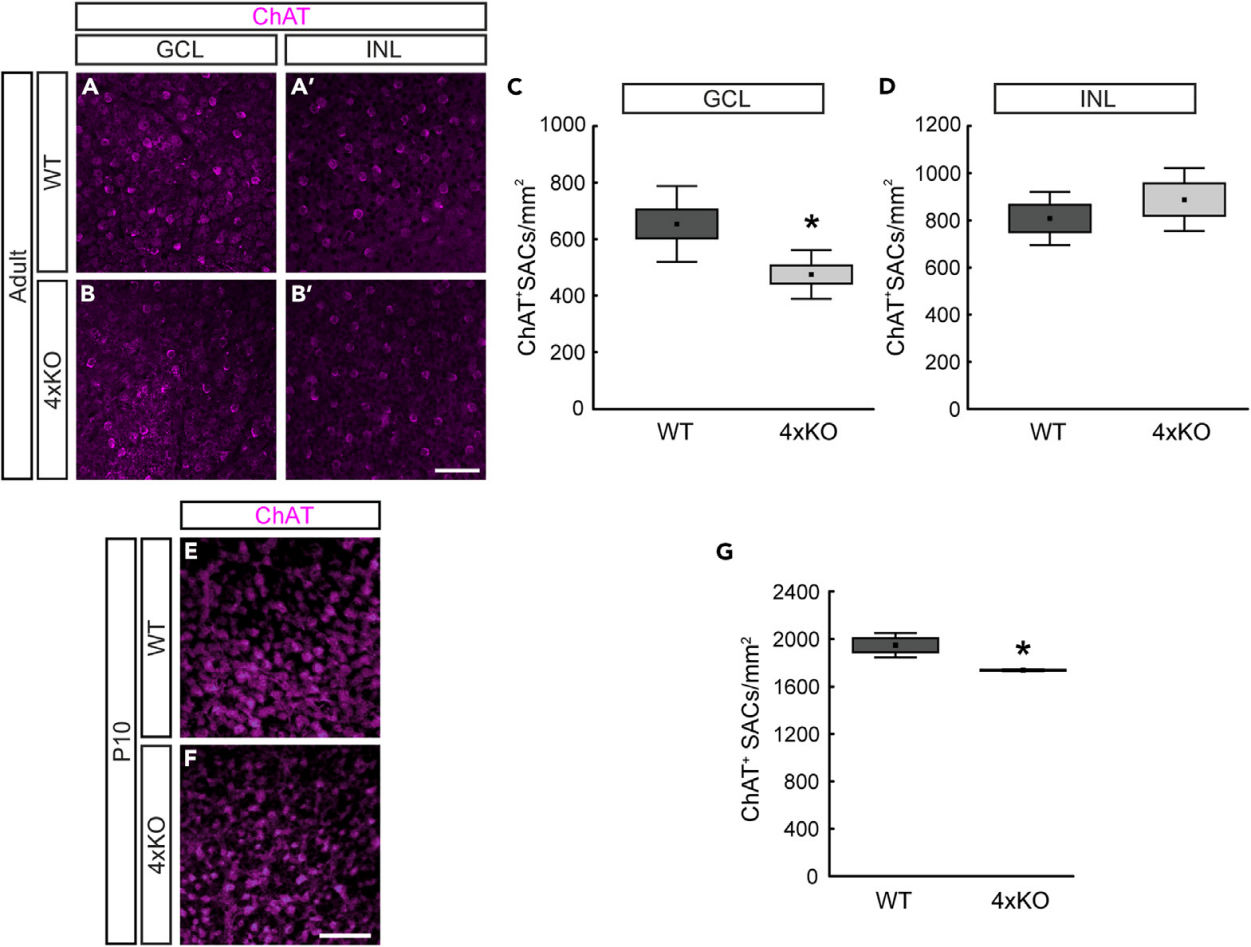
Loss of cholinergic direction-selective ON-SACs in the quadruple KO retina (A and B`) Representative photographs of ChAT^+^ SACs (magenta) in the GCL (=ON-SACs; A, B) and INL (=OFF-SACs; A`, B`) of WT and quadruple KO flat-mount retinae. (C and D) The number of ON-/OFF-ChAT^+^ cells was determined in the GCL (C) and INL (D). A significant loss in the number of ON-ChAT^+^ cells was found in quadruple KO compared with control mice (C) (p = 0.01). No alterations of OFF-ChAT^+^ cells could be noted (D) (p = 0.2). N = 7. (E and F) Exemplary photographs of ChAT^+^ SACs (magenta) in P10 flat-mount quadruple KO and WT retinae. (G) Quantification revealed a significantly reduced number of ChAT^+^ SACs in postnatal quadruple KO retinae (p < 0.05). Scale bars: 50 μm. ∗p < 0.05; N = 3. ChAT, choline acetyltransferase; GCL, ganglion cell layer; INL, inner nuclear layer; ON-SAC, ON-starburst amacrine cell; 4xKO, quadruple knockout; WT, wild-type. Data are shown as mean ± SEM ± SD.

In the mouse retina, acetylcholine (ACh) is required for the propagation of spontaneous activity after birth to P10.^43^ Around eye opening at P12, cholinergic neurons show a mature-like phenotype.^44^ To investigate whether the loss of ChAT^+^ SACs in quadruple KO retinae was already evident in early development, we stained retinal flat-mounts at P10 (Figures 4E and 4F). At this point in time, immature SACs are organized in the INL and GCL.^44^ However, it is challenging to assign immature SACs to the INL or GCL due to the ongoing processes of cellular migration and the incomplete differentiation and separation of the layers. Therefore, we counted the total number of SACs in both layers of the retina. We noted a significant reduction in premature total ChAT^+^ SACs from quadruple KO retinae (WT: 1949.5 ± 59.5 cells/mm^2^; quadruple KO: 1739.0 ± 4.0 cells/mm^2^, p = 0.02, Figure 4G). Based on these results, we conclude that the reduced number of SACs in quadruple KO already originates during early retinal development.

### Comparable response of DSGCs in quadruple KO and WT mice

Direction selectivity of DSGCs results from patterned excitatory and inhibitory inputs during motion stimuli. A critical factor for DSGC direction-selective processing is their inhibition via SACs. Given the reduction in the number of SACs in the GCL of quadruple KO retinae, it was of great interest to analyze the electrical DSGC response to a moving object. Thus, to investigate possible changes in DSGC responses, MEA recordings, with a light bar moving in different directions as stimulus, were carried out in quadruple KO and WT retinae (Figures 5A–5F and S4). The polar plot (Figure 5A) and peristimulus time histogram (PSTH; Figure 5B) visualize the exemplary response of an individual DSGC. The cell mainly responded to a movement of the light bar at an angle of 45° and 180° (Figures 5B–5D). In the other directions, the cell hardly reacted. Overall, we noted a tendency toward lower DSGC responses in quadruple KO compared to WT mice (Figures 5E and 5F). However, statistical analyses revealed comparable DSGC responses in both genotypes (p > 0.05).

**Figure 5:**
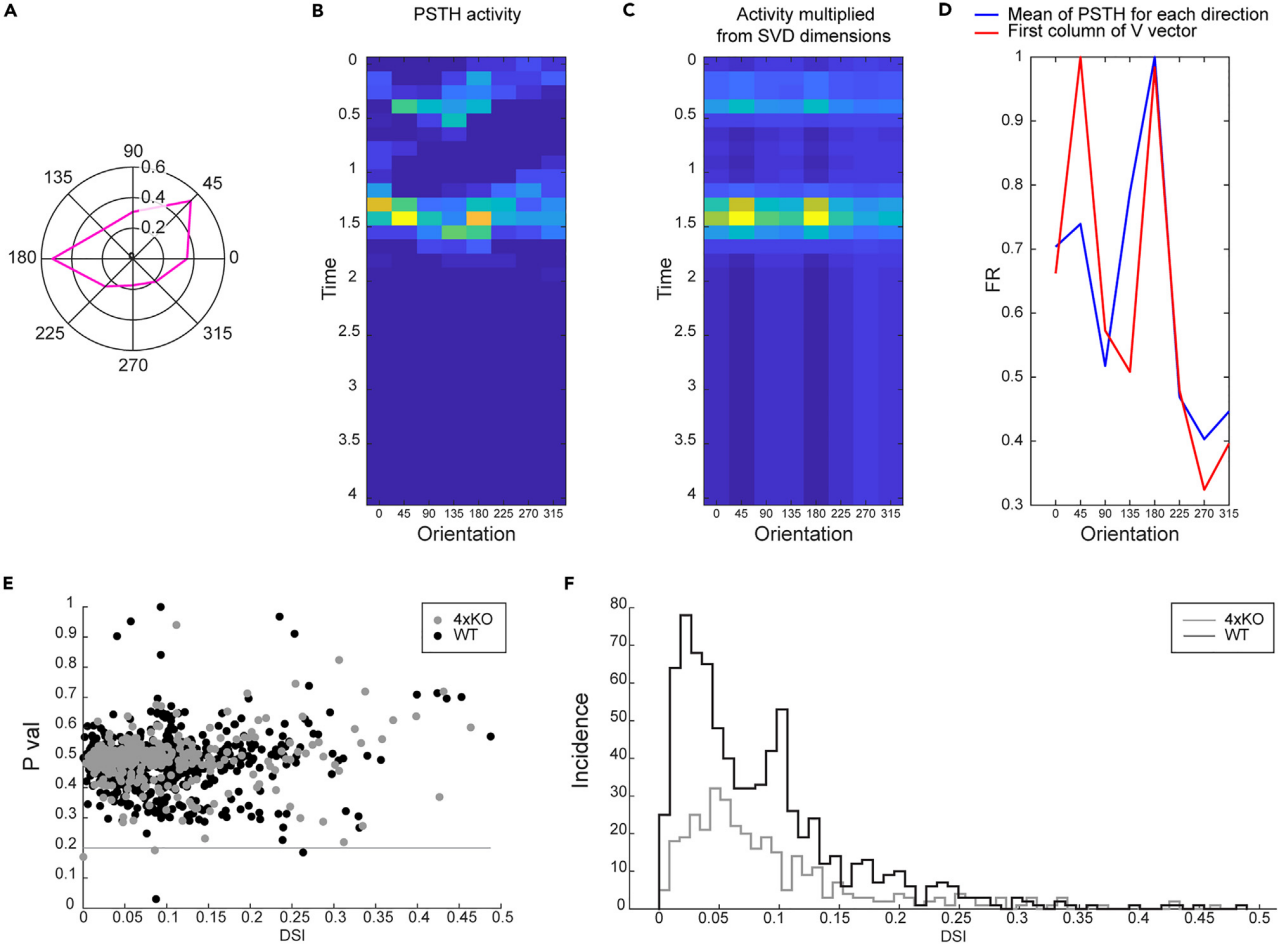
No significant change in the response of DSGCs DSGC responses were recorded in quadruple KO and WT retinae by MEA analyses. (A) The polar plot and (B) peristimulus time histogram (PSTH) show the exemplary response of an individual DSGC [magenta in (A)]. The cell mainly responded to movement of the light bar at an angle of 45° and 180° [yellow/orange in (B)]. (C) Projected data using the first column of V, drawn from SVD decomposition of the PSTH response matrix shown in (B). (D) Red: average of PSTH in (B), blue: first column of V. (E) The dot diagram displays the p value and the direction-selectivity index of WT DSGCs (black dots) and quadruple KO DSGCs (gray dots). (F) The diagram depicts the cumulative responses (incidence) of WT DSGCs (black line) and quadruple KO DSGCs (gray line). Although we observed a trend toward lower DSGC responses in quadruple KO compared with WT mice, no significant differences were found between both genotypes. N = 10. DSGC, direction-selective retinal ganglion cell; DSI, direction-selectivity index; FR, firing rate; 4xKO, quadruple knockout; WT, wild-type.

### Imbalance of inhibitory and excitatory synaptic signaling in the quadruple KO retina

SACs generate direction-selective output of GABA to provide critical inhibition of receptive field properties of DSGCs. As previously shown, GABA_A_ receptors containing the α2 subunit are critical for direction-selective inhibition, and various RGC subtypes, including DSGCs, were previously described to express GABA_A_ receptor α2^+^.^26^^,^^45^ Interestingly, our analyses revealed that quadruple KO mice exhibited a significantly reduced number of inhibitory GABA_A_ receptor α2^+^ cells in the GCL, which might indicate a loss of DSGCs (WT: 92.5 ± 2.4 cells/mm; quadruple KO: 84.5 ± 1.6 cells/mm, p < 0.02, Figures 6A–6C). Since no change in the GABA_A_ receptor α2 signal was noted per counterstained cell (Figures S5A–S5E). Additionally, we performed signal analysis on GABA, which revealed a significantly reduced GABA-positive area in the IPL of quadruple KO compared with WT mice (Figures S6A–S6D).

**Figure 6:**
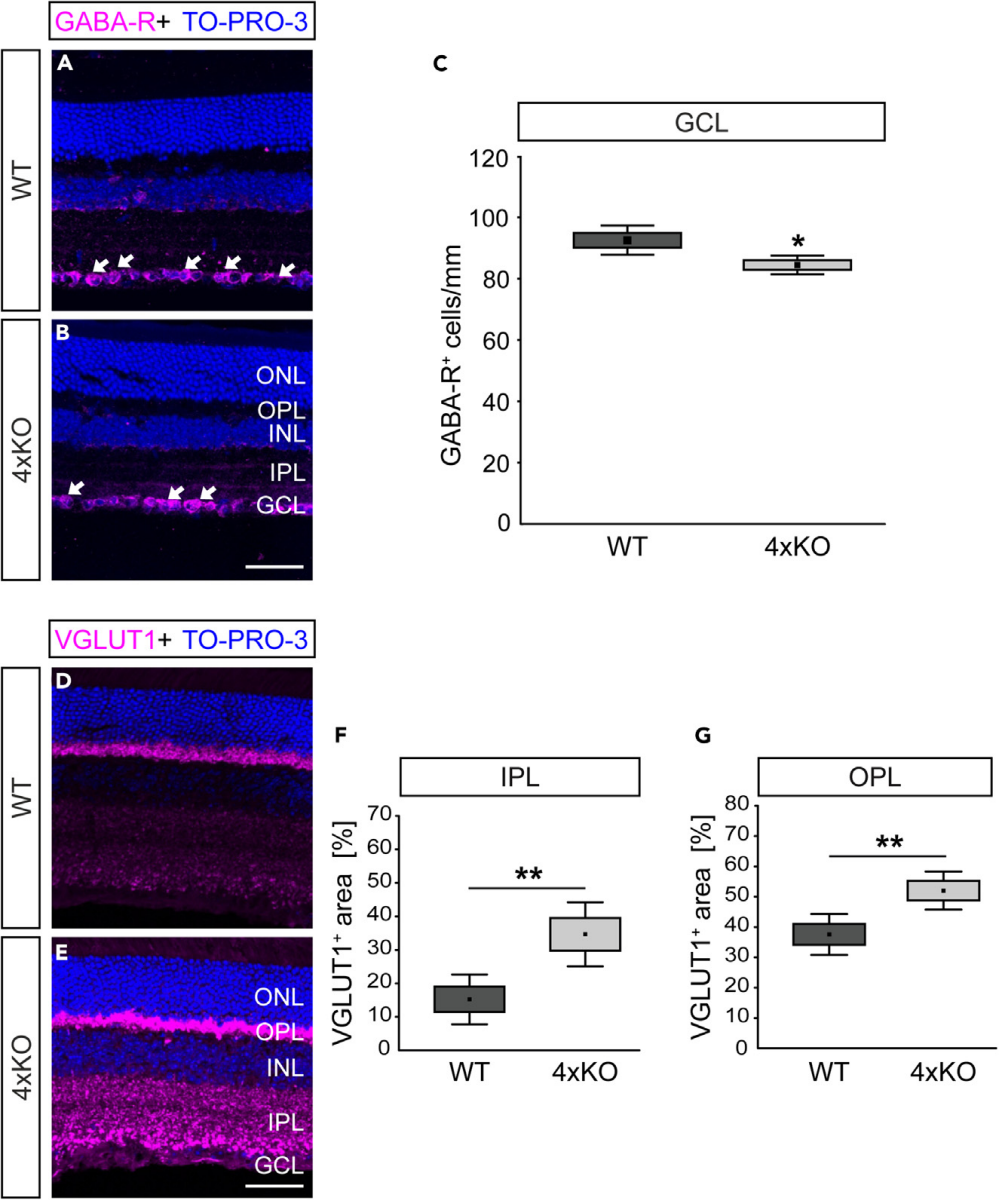
Imbalance of inhibitory and excitatory synaptic signaling in the quadruple KO retina (A and B) Representative images of retinal sections of WT and quadruple KO mice, which were stained using anti-GABA-R (GABA_A_ receptor α2, magenta). Cell nuclei were stained with TO-PRO-3 (blue). (C) Quantification revealed a significantly reduced number of GABA-R^+^ cells in the GCL of quadruple KO mice (p < 0.05). (D and E) Exemplary images of anti-VGLUT1 (magenta) stained retinal sections of WT and quadruple KO mice. (F and G) Quadruple KO mice showed a significantly enhanced excitatory VGLUT1 staining area in the plexiform layers (IPL and OPL). Cell nuclei were stained with TO-PRO-3 (blue). Scale bars: 50 μm. ∗p < 0.05, ∗∗p < 0.01; N = 8. GABA-R, γ-aminobutyric acid A receptor α2, GCL, ganglion cell layer; INL, inner nuclear layer; 4xKO, quadruple knockout; VGLUT1, vesicular glutamate transporter 1; WT, wild-type. Data are shown as mean ± SEM ± SD.

Inhibition is essential to counterbalance excitatory neurotransmission. Excitatory glutamatergic neurotransmission depends on vesicular glutamate transporters (VGLUTs), which segregate glutamate into synaptic vesicles. As previously shown, VGLUT1 is required for photoreceptor signaling to second- and third-order neurons but not for intrinsic visual functions.^46^ The immunoreactivity pattern of VGLUT1 is restricted to photoreceptor and BC terminals, the principle glutamatergic neurons in the retina.^47^^,^^48^

To comparatively assess VGLUT1 staining in WT and quadruple KO retinae, retinal cross-sections were stained with anti-VGLUT1 antibodies. Representative images show a specific synapse-associated VGLUT1 staining in both plexiform layers (Figures 6D and 6E). However, as validated by quantification, quadruple KO mice showed a significantly larger VGLUT1 staining area in the IPL compared with WT mice (WT: 13.9 ± 8.6% VGLUT1^+^ area, quadruple KO: 37.2 ± 10.5% VGLUT1^+^ area, p < 0.001, Figure 6F). In addition, we found a significantly increased VGLUT1^+^ area in the OPL of quadruple KO in comparison to WT mice (WT: 37.6 ± 9.8% VGlut1^+^ area vs. quadruple KO: 52.0 ± 9.0% VGLUT1^+^ area, p = 0.008; Figure 6G), pointing to an increased excitatory signaling. Taken together, our findings suggest quadruple KO mice exhibit an altered balance of retinal excitatory/inhibitory neurotransmission *in vivo*.

### Global gene expression changes in the quadruple KO retina

To obtain a more detailed picture on global gene expression changes in the adult quadruple KO retina, we performed NGS analyses. 

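Total RNA from the adult retinae of 4 WT and 4 quadruple KO samples, named A to D within each genotype, was sequenced after library preparation from 450 ng of RNA with a kit for directional total RNA libraries. The quadruple KO mice lack functional alleles of brevican (Bcan), neurocan (Ncan), tenascin-C (Tnc) and tenascin-R (Tnr). The authors trimmed the reads, aligned them with STAR to the mouse genome GRCm39, quantified genes with Salmon, and deposited normalized counts from their DESeq2 analysis together with their own fold changes and p-values. Raw counts were not used here, and the depth was therefore estimated from the smallest step between low normalized counts in each library. One read was worth between 0.709 normalized counts in KO C and 1.78 in WT B, which corresponds to an estimated 23.7 M to 40.6 M reads in WT (median 31.7 M) and 38.9 M to 52.5 M reads in the quadruple KO (median 46.1 M). Between 47.6% and 68.2% of the low values per library lay on whole steps, so whole reads were not recovered and no count model was fitted. Instead, log2(normalized count + 1) was compared between genotypes with limma (eBayes with a mean-variance trend) for the 17636 genes with a mean of at least 10 normalized counts, and p-values were adjusted by the Benjamini-Hochberg method. Fold changes on this scale understate the change of genes with low counts.

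The WT libraries were not uniform. Genes of the signal recognition particle RNA took 19.3% of the normalized counts in WT B and 14.8% in WT C, compared with 6.82% to 8.69% in the other 6 libraries. The 13 mitochondrially encoded mRNAs took 0.402% in WT B and 0.341% in WT C, compared with 1.28% in WT A, 1.64% in WT D and 1.33% to 1.47% in the quadruple KO. The first principal component of the 17636 genes held 50.9% of the variance and set WT B and WT C apart from the other 6 libraries. The paper's text does not name a preparation or sequencing batch for the libraries.

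**Figure D1:**
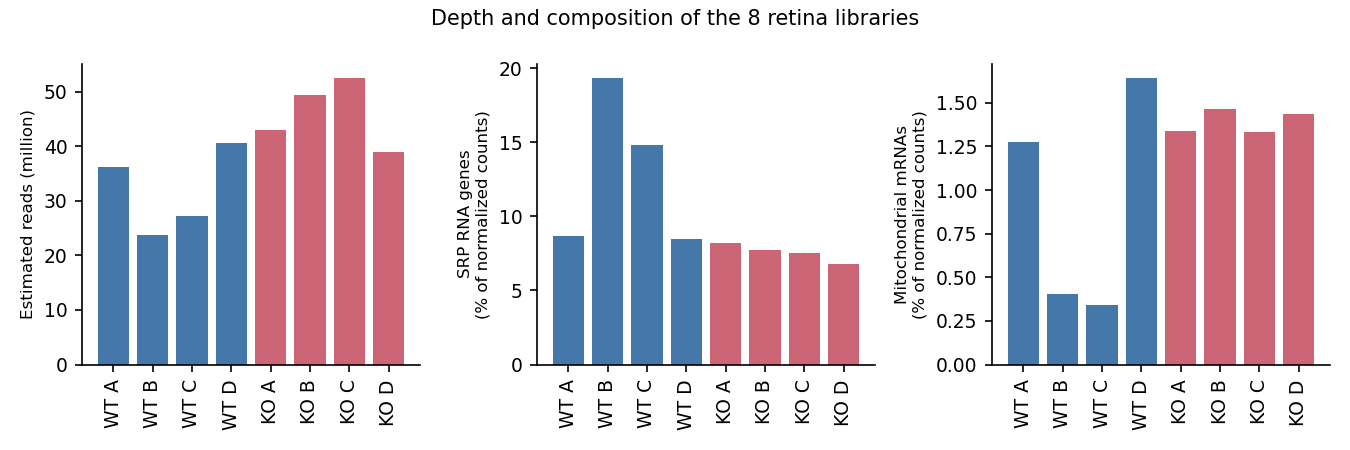
Estimated reads in M (left), percent of normalized counts on SRP RNA genes (middle) and on mitochondrial mRNAs (right) for each of the 8 libraries, WT in blue and quadruple KO in red. WT B and WT C have the fewest reads, the largest shares of SRP RNA (19.3% and 14.8%) and the smallest shares of mitochondrial mRNA (0.402% and 0.341%).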

Our genomic exon analyses unveiled a distinct allele loss of *Bcan*, *Ncan*, *Tnc*, and *Tnr* in quadruple KO mice (Figures S7A–S7D). Furthermore, western blot analyses showed the presence of all four ECM proteins in the P12 WT retina, whereas these proteins were not detected in the quadruple KO tissue (Figures S8A–S8D).

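At the level of RNA, 3 of the 4 targeted genes were lower in the quadruple KO retina. Ncan (ENSMUSG00000002341.9) had 688 ± 94.0 normalized counts in WT (SD, n = 4) and between 0 and 0.853 in the quadruple KO libraries, where no library exceeded 3 reads, the limit that a count of 0 allows. This corresponds to an at least 247-fold lower level. Bcan (ENSMUSG00000004892.14) had 258 ± 54.7 normalized counts in WT and 15.0 ± 4.79 in the quadruple KO (SD, n = 4 each), with a log2 fold change of -4.03 (standard error 0.23, limma adjusted p = 2.4e-05). Tnr (ENSMUSG00000015829.14) had 5856 ± 340 normalized counts in WT and 2509 ± 95.1 in the quadruple KO (SD, n = 4 each), so that 42.9% of the WT level remained (log2 fold change -1.22, standard error 0.07, limma adjusted p = 1.7e-05). For these 3 genes each quadruple KO library lay below each WT library (two-sided exact permutation test, p = 0.0286, the smallest p that 4 libraries against 4 allow). The level of Tnc (ENSMUSG00000028364.16) did not differ beyond the spread between libraries, with 1265 ± 330 normalized counts in WT and 1175 ± 104 in the quadruple KO (SD, n = 4 each; log2 fold change -0.07, standard error 0.18, limma adjusted p = 0.83; two-sided exact permutation test, p = 0.743). The sign of this difference changed with the WT libraries used, and was 0.05 without WT B and 0.02 without WT C. Gene-level counts do not show whether a transcript carries the deleted exon.

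**Figure D2:**
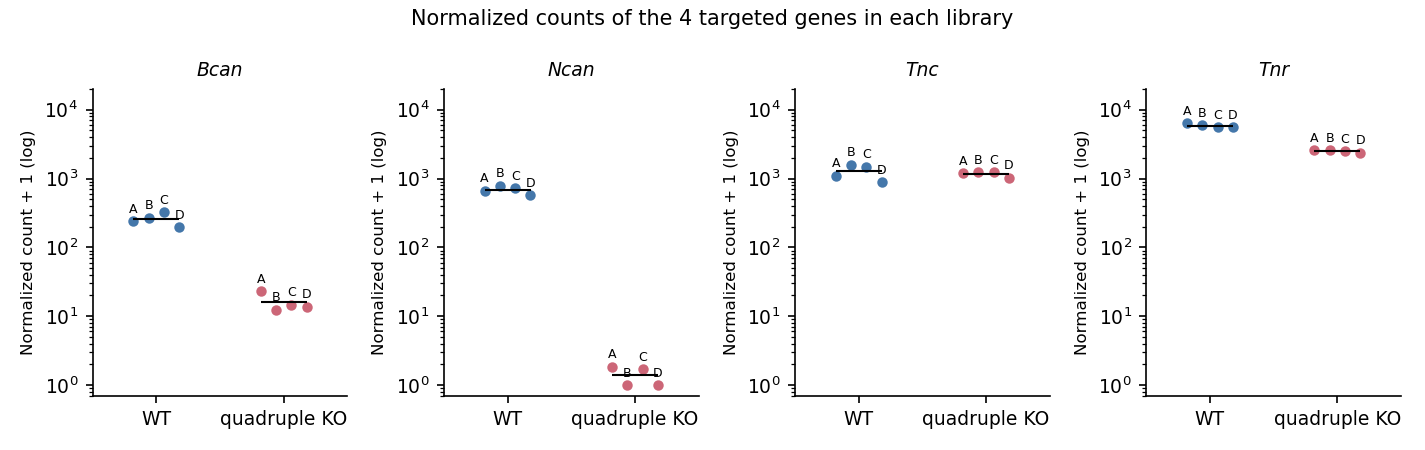
Normalized count + 1 on a log axis for Bcan, Ncan, Tnc and Tnr in each library (letters A to D), with a line at the group mean, WT in blue and quadruple KO in red. Ncan, Bcan and Tnr separate the genotypes, whereas the Tnc values of the quadruple KO lie within the range of WT.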

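In the comparison of log2 normalized counts, 77 of the 17636 genes tested differed between the genotypes at a limma adjusted p under 0.05, 31 lower and 46 higher in the quadruple KO. Each of the 77 genes had 4 quadruple KO values that lay entirely below or entirely above the 4 WT values. All 77 genes are also among the 263 genes of the paper's Table S2, with the same direction. The number of calls moved most when the first principal component of the residuals was added as a covariate, with 5857 genes. That number is not a count of differences between genotypes, since the covariate was taken from the spread within the groups. The number of calls was 143 genes when limma weighted the libraries by their quality, which gave the lowest weights to WT B (0.164) and WT C (0.156). The largest falls among genes that separated the genotypes were those of Gm10503, Vmn1r14 and Slc5a8, besides Ncan and Glp1r. Gm10503 (ENSMUSG00000117786.2) had 614 ± 204 normalized counts in WT (SD, n = 4) and no more than 0.925 in any quadruple KO library, at least 220-fold lower. It overlaps Glp1r on the opposite strand, so the 2 genes could have shared reads if the counting did not use the strand. Slc5a8 (ENSMUSG00000020062.8) had 98.4 ± 25.2 normalized counts in WT (SD, n = 4) and was at least 35.3-fold lower. Vmn1r14 (ENSMUSG00000114982.2), a member of a vomeronasal receptor family whose near-identical members could share reads, had 216 ± 43.7 normalized counts in WT and 2.59 ± 3.00 in the quadruple KO (SD, n = 4 each). The largest rises were those of Gm14325, Gm14326, Gm14295, Gm14296 and Gm14305, which belong to one group of similar genes on chromosome 2 whose reads the counting could have split between members. Gm14326 and Gm14295 were listed at 0 in all 4 WT libraries and had 454 ± 29.4 and 349 ± 24.4 normalized counts in the quadruple KO (SD, n = 4).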

Subsequent bioinformatic analyses identified a total of 263 differentially expressed genes (adjusted p < 0.05) of which 142 genes were downregulated and 121 genes were upregulated in the quadruple KO compared with the WT retina (Table S2). The heatmap and volcano plot illustrate the identified significant differentially expressed genes (Figures S9A and S9B). Additionally, heatmaps show row *Z* score scaled expression values of regulated genes (adjusted p < 0.05), which belong to enriched Gene Ontologies (GOs) in three function groups of interest: *Extracellular matrix* (13 genes), *Visual function* (44 genes), and *Development* (60 genes) as well as the selected GOs in function group S*ynapse* (17 genes) (Figures 7A–7D).

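The 77 genes called here were not spread evenly over the genome. On GRCm39, 56 of them had another called gene within 1 Mb, whereas 10000 random sets of as many tested genes, matched on mean expression, gave a median of 8 and at most 23 (one-sided permutation p = 0.0001, the smallest the sets can give). The largest group held 24 genes on chromosome 2 between 175163748 and 177700370, all higher in the quadruple KO. A group of 6 genes on chromosome 17 between 30434498 and 31182301, which includes Btbd9 and Glp1r, was lower throughout. Of the 655 genes tested within 10 Mb of a targeted gene, 1 was called (0.153%), compared with 73 of the 16895 other genes (0.432%; two-sided Fisher's exact test, p = 0.53, targeted genes left out).

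**Figure D3:**
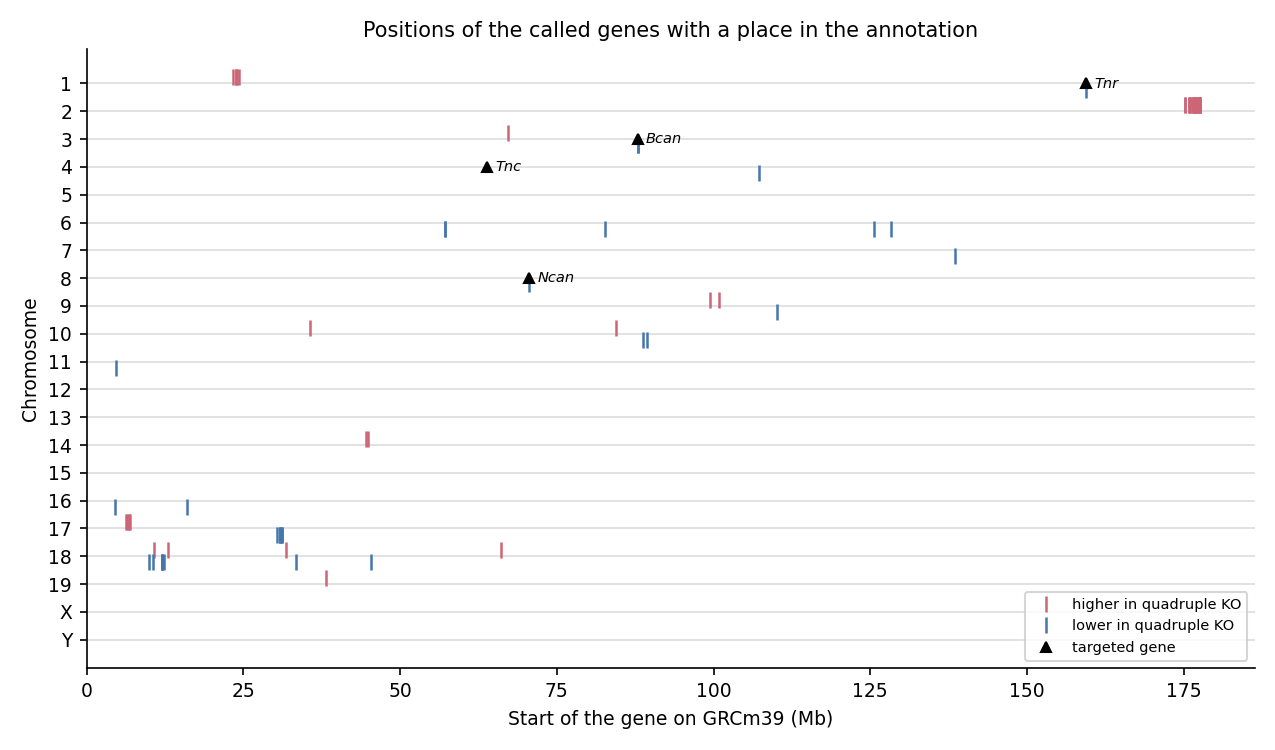
Start of each called gene on GRCm39 in Mb, by chromosome, with genes higher in the quadruple KO in red above the line, genes lower in blue below it, and the 4 targeted genes as triangles. The 24 genes on chromosome 2 lie near its end, and no called gene lies on chromosome X or Y.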

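Among the 13 genes of the panel Extracellular matrix, 3 were called by limma over all genes tested (Vwf lower, Col19a1 and Lman1 higher). For Visual function the number was 11 of the 42 genes reported here, for Development 12 of 60 and for Synapse 5 of 16. Each of these genes had an unadjusted limma p under 0.05, and with p-values adjusted over the list alone all of them passed 0.05. The panels were chosen on these libraries, so the count adjusted over the list alone is not independent evidence. In the panel Extracellular matrix, WT B and WT C both lay above WT A and WT D in 8 genes, and both below in 2 genes. The numbers were 13 above and 10 below for Visual function, 25 and 13 for Development, and 5 and 2 for Synapse.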

**Figure 7:**
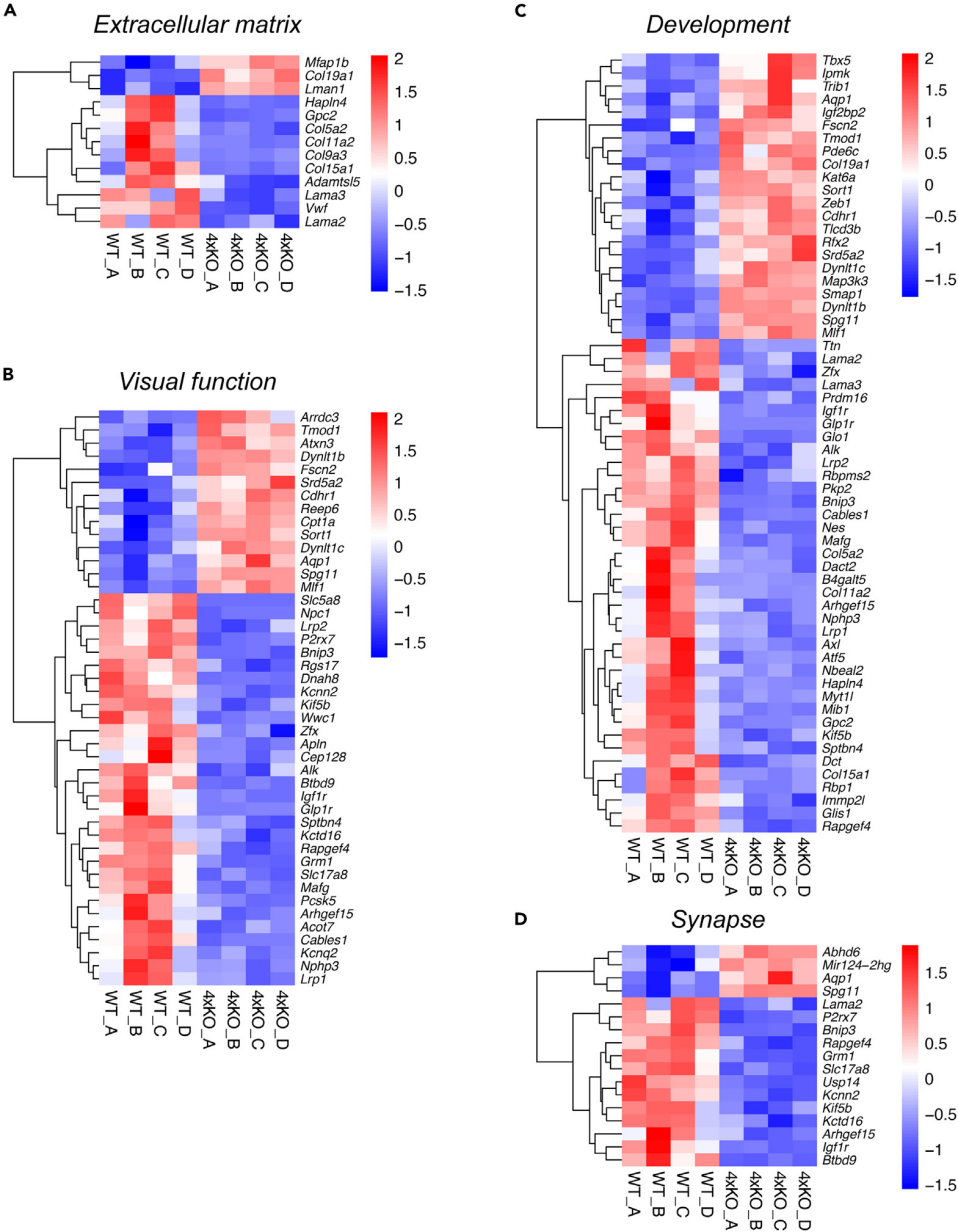
NGS revealed global gene expression changes in the quadruple KO retina (A–D) NGS revealed a different gene expression pattern in the quadruple KO compared with the WT mouse. The heatmaps include significantly regulated genes that belong to the three enriched GOs in function groups of interest (A) *ECM*, (B) *Visual function*, and (C) *Development* as well as for the selected GOs in function group of interest (D) *Synapse*. Heatmaps present the normalized expression (log2 scale) of significantly regulated genes (adjusted p value < 0.05) annotated with GO terms for the four groups of interest. The expression change of these genes is indicated by the color shift from blue to red. Thus, downregulated genes are illustrated in blue, whereas upregulated genes are depicted in red. N = 4xKO, quadruple knockout; WT, wild-type.

Interestingly, we detected a dysregulation of various ECM and ECM-associated genes in the quadruple KO retina. 

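The genes Hapln4, Gpc2, Col5a2, Col9a3, Col11a2, Col15a1, Adamtsl5, Lama2 and Lama3 had lower mean levels in the quadruple KO, with log2 fold changes between -1.72 (Col9a3) and -0.48 (Gpc2). Each reached an unadjusted limma p under 0.05, and all 9 passed when p-values were adjusted over the list alone, a list that was chosen on these libraries. Adjusted over all genes tested, none of the 9 was called (limma adjusted p from 0.241 for Hapln4 to 0.301). Hapln4 (ENSMUSG00000007594.11), which lies on chromosome 8 from 70536106 to 70543533 on the plus strand and overlaps the 3′ part of Ncan on the opposite strand, had 725 ± 214 normalized counts in WT and 397 ± 13.2 in the quadruple KO (SD, n = 4 each; log2 fold change -0.82, standard error 0.19). The paper's text does not state that the counting used the strand, so reads of Ncan could have entered this value. Its counts were 874 in WT B and 944 in WT C, compared with 553 in WT A and 530 in WT D. In 7 of the 9 genes WT B and WT C both lay above WT A and WT D. The range was widest for Col9a3 (ENSMUSG00000027570.16), with 1159 normalized counts in WT B, 950 in WT C, 260 in WT A and 225 in WT D, and 153 ± 25.7 in the quadruple KO (SD, n = 4). For 5 of the 9 genes each quadruple KO library lay below each WT library (two-sided exact permutation test, p = 0.0286 for each). The exceptions were Col15a1 (two-sided exact permutation test, p = 0.114), Adamtsl5, Lama2 and Lama3 (two-sided exact permutation test, p = 0.0571 for each of these 3). With WT A and WT D as the only WT libraries, a choice made after the data were seen, all 9 genes were still lower, and Hapln4 was called (log2 fold change -0.45, limma adjusted p = 0.042). Without WT A, Col15a1 was called, with a log2 fold change of -1.76.

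**Figure D4:**
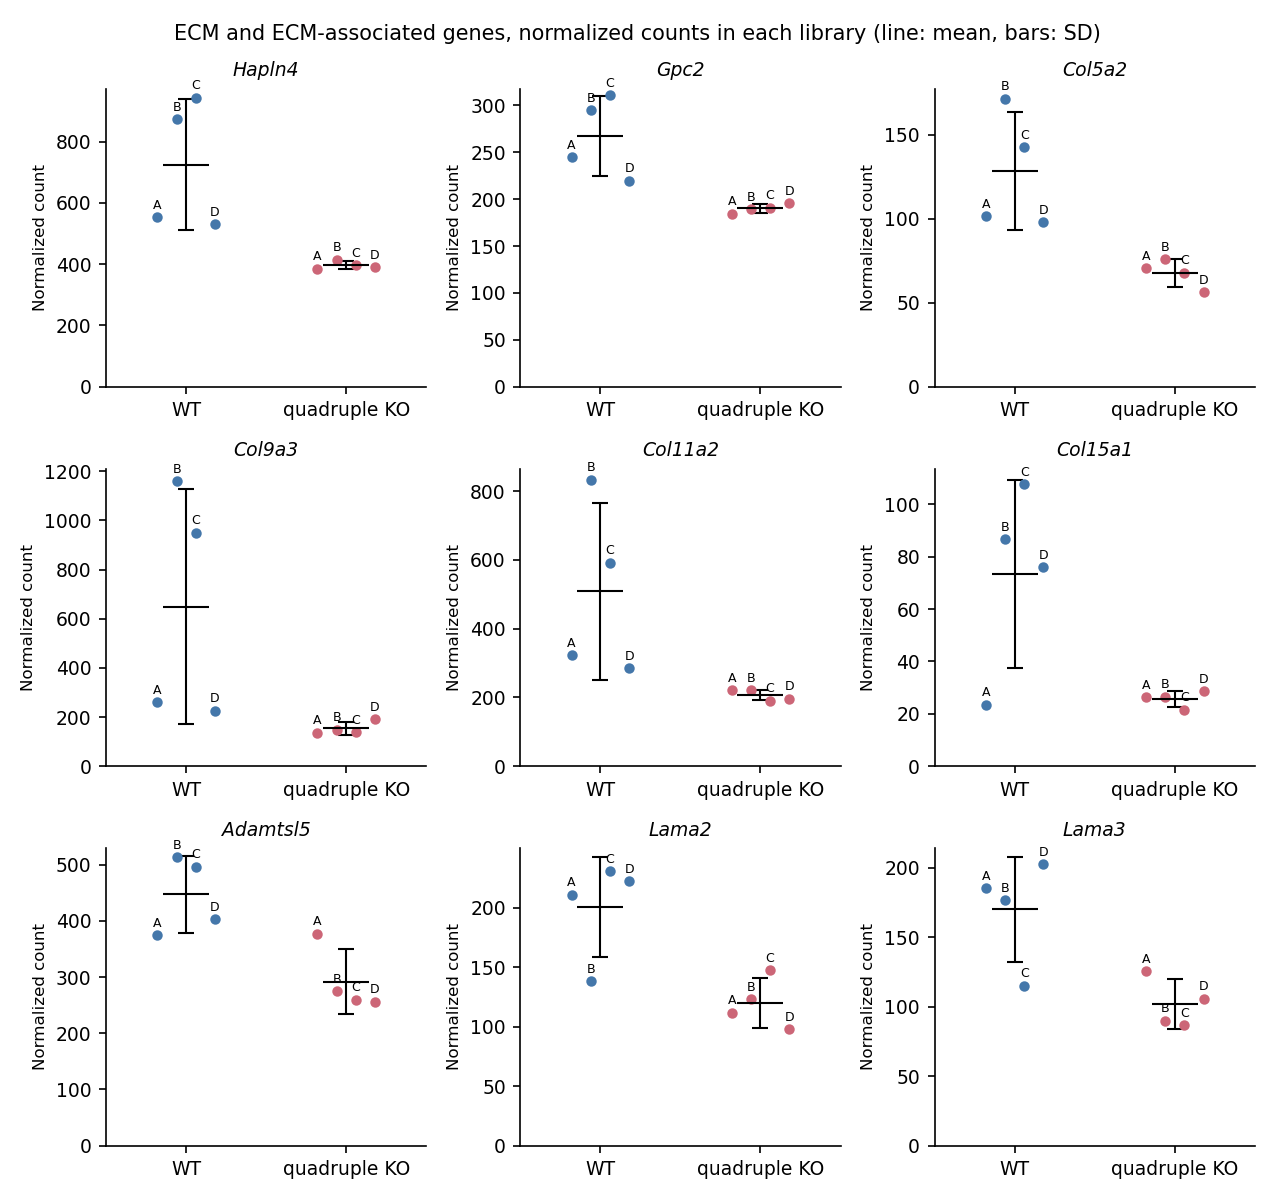
Normalized counts of 9 ECM and ECM-associated genes in each library (letters A to D), with a line at the mean and bars of 1 SD, WT in blue and quadruple KO in red. WT B and WT C are the highest libraries for Hapln4, Gpc2, Col5a2, Col9a3, Col11a2, Col15a1 and Adamtsl5.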

A significant downregulation was noted for *Hapln4* (*hyaluronan and proteoglycan link protein 4*), the ECM-receptor *Gpc2* (*glypican 2*), the *α collagens Col5a*, *Col9a3*, *Col11a2*, and *Col15a1*; *Adamtsl5* (*a disintegrin-like and metalloprotease domain containing thrombospondin type 1 motif-like 5*), as well as the *α laminins Lama2* and *Lama3*. In contrast, *Mfap1b* (*microfibrillar-associated protein 1B*), *Col19a1*, and *Lman 1* (*lectin, mannose-binding 1*) were significantly upregulated in the quadruple KO retina. 

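Of the 3 genes with higher levels, Col19a1 and Lman1 were called here. Col19a1 (ENSMUSG00000026141.14, chromosome 1 from 24296772 to 24627011) rose from 417 ± 39.7 normalized counts in WT to 732 ± 65.6 in the quadruple KO (SD, n = 4 each; log2 fold change 0.81, standard error 0.10, limma adjusted p = 0.0072). It remained called in each of the 8 fits that left out one library. Lman1 (ENSMUSG00000041891.17, chromosome 18 from 66113808 to 66155651) rose from 4233 ± 596 to 6591 ± 201 normalized counts (SD, n = 4 each; log2 fold change 0.65, standard error 0.10, limma adjusted p = 0.02), and was called in 2 of these 8 fits. Mfap1b (ENSMUSG00000048222.4, chromosome 2 from 121290025 to 121304548) rose from 2110 ± 162 to 2580 ± 83.5 normalized counts (SD, n = 4 each). Its log2 fold change of 0.29 (standard error 0.07) was not called (limma adjusted p = 0.29), although every quadruple KO library lay above every WT library.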

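For the collagens Col6a1, Col1a1 and Col2a1, the laminins Lama1 and Lamb2, and Timp2, Itgb4, Gpc1 and Cd44, unadjusted limma p-values were computed in the same way. Of these 9 genes, 6 had an unadjusted p under 0.05, namely Col6a1, Lama1, Lamb2, Timp2, Itgb4 and Cd44. Col1a1, Col2a1 and Gpc1 did not. None was called over all genes tested, and 4 passed when adjusted over the list alone, which the study chose on these libraries. Timp2 and Cd44 were higher in the quadruple KO and the other 7 lower. Col6a1 had 2758 normalized counts in WT B and 1885 in WT C, compared with 754 in WT A, 824 in WT D and 707 ± 88.7 in the quadruple KO (SD, n = 4). With WT A and WT D as the only WT libraries, the number with an unadjusted p under 0.05 was 4, and the sign of Col2a1 changed (log2 fold change 0.01).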

Besides, we noted a dysregulation (raw p value lower than 0.05) of ECM/ECM-related genes such as *α collagens Col6a1*, *Col1a1*, and *Col2a1*; *laminins Lama1* and *Lamb2*; the ECM-modifying gene *Timp2* (*tissue inhibitor of metalloproteinase 2*); and the ECM-receptors *Itgb4* (*integrin β4*), *Gpc1* (*glypican 1*) as well as *CD44* (cluster of differentiation 44; data not shown).

Additionally, GO term analyses revealed an enrichment of the function group *Visual function*, which includes the upregulation of *Arrdc3* (*arrestin domain containing protein 3*) as well as the AC and Müller-glia-cell-expressed water channel *Aqp1* (*aquaporin 1*).^49^ 

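Arrdc3 (ENSMUSG00000074794.11, chromosome 13 from 81031409 to 81044161) rose from 2165 ± 116 normalized counts in WT to 3026 ± 371 in the quadruple KO (SD, n = 4 each; log2 fold change 0.48, standard error 0.10). Aqp1 (ENSMUSG00000004655.6, chromosome 6 from 55313068 to 55325540) rose from 3382 ± 234 to 4371 ± 337 normalized counts (SD, n = 4 each; log2 fold change 0.37, standard error 0.08). For both genes each quadruple KO library lay above each WT library, and neither passed the adjustment over all genes tested (limma adjusted p = 0.14 for Arrdc3 and limma adjusted p = 0.18 for Aqp1). Without KO D, the lowest quadruple KO library, Arrdc3 was called with a log2 fold change of 0.56. In the opposite direction, Lrp2 (ENSMUSG00000027070.15, chromosome 2 from 69254682 to 69416409) fell from 898 ± 75.5 to 608 ± 81.6 normalized counts (SD, n = 4 each; log2 fold change -0.57, standard error 0.11, limma adjusted p = 0.10).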

In contrast, a downregulation was observed for genes such as *Kcnq2* (*potassium voltage-gated channel, subfamily Q, member 2*), *Lrp1* and *Lrp2* (*low-density lipoprotein receptor-related protein 1 and 2*), as well as *Glp1r* (*glucagon-like peptide 1 receptor*)*.*

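Rbpms2 (ENSMUSG00000032387.16), which lies on chromosome 9 of GRCm39 from 65536351 to 65567819, had 662 ± 44.2 normalized counts in WT and 461 ± 75.6 in the quadruple KO (SD, n = 4 each). The log2 fold change was -0.53 (standard error 0.13), and each quadruple KO library lay below each WT library (361 to 537 against 618 to 723 normalized counts). The gene was not called over all genes tested (limma adjusted p = 0.25). Its level in WT did not follow the difference between WT B and C and the other WT libraries, and the log2 fold change was -0.52 against WT A and WT D alone.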

Among others, enrichment analyses of the function group *Development* showed a downregulation of the RGC-specific gene *Rbpms2* (*RNA binding protein with multiple splicing 2*).^50^

Based on previous knowledge and data of the present work, we were also interested in the dysregulation of genes annotated to the selected function group *Synapse.* Most interestingly, we observed a dysregulation of several synaptic proteins, which included a prominent upregulation of the gene *Abhd6* (*abhydrolase domain containing 6*), the long non-coding RNA *Mir124-2hg*, *Aqp1* (see also GO groups *Visual function* and *Development*), as well as *Spg11* (*spatacsin vesicle trafficking associated*).

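Abhd6 (ENSMUSG00000025277.15, chromosome 14 from 14411450 to 14468795) rose from 801 ± 81.6 normalized counts in WT to 1038 ± 38.7 in the quadruple KO (SD, n = 4 each; log2 fold change 0.38, limma adjusted p = 0.25). Mir124-2hg (ENSMUSG00000100252.7, chromosome 3 from 17840052 to 17906250) rose from 19475 ± 3618 to 26824 ± 721 normalized counts (SD, n = 4 each; log2 fold change 0.48, limma adjusted p = 0.30), and was lowest in WT B and WT C with 16895 and 15948. Spg11 (ENSMUSG00000033396.14, chromosome 2 from 121883834 to 121948891) rose from 997 ± 62.8 to 1330 ± 30.1 normalized counts (SD, n = 4 each; log2 fold change 0.42, standard error 0.07). Its limma adjusted p of 0.053 lay just above the threshold, and it was called among genes with a mean of at least 100 normalized counts. For all 3 genes the quadruple KO libraries lay above the WT libraries without overlap.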

A significant downregulation was found, e.g., for the synaptic/synapse-associated genes *Lama2*, *P2rx7* (*purinergic receptor P2X, ligand-gated ion channel 7*), *Bnip3* (*BCL2/adenovirus E1B interacting protein 3*), *Rapgef4* (*Rap guanine nucleotide exchange factor [GEF] 4*), *Grm1* (*glutamate receptor, metabotropic 1*), *Slc17a8 (sodium-dependent inorganic phosphate cotransporter, member 8*; also known as *the vesicular glutamate transporter 3/VGLUT3*), *Kcnn2* (*potassium intermediate/small conductance calcium-activated channel, subfamily B, member2*), *Kctd16* (*potassium channel tetramerization domain containing 16*), *Igf1r* (insulin-like growth factor I receptor), and *Btbd9* (*BTB [POZ] domain containing 9*).

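Of the 9 genes with lower levels that are reported here, 4 were called here over all genes tested. Slc17a8 (ENSMUSG00000019935.17, chromosome 10 from 89409882 to 89457326) fell from 497 ± 74.5 normalized counts in WT to 235 ± 29.8 in the quadruple KO (SD, n = 4 each; log2 fold change -1.07, standard error 0.14, limma adjusted p = 0.0072). Btbd9 (ENSMUSG00000062202.15, chromosome 17 from 30434498 to 30795517) fell from 5299 ± 698 to 3211 ± 104 (SD, n = 4 each; log2 fold change -0.71, standard error 0.09, limma adjusted p = 0.0092). Bnip3 (ENSMUSG00000078566.9, chromosome 7 from 138490690 to 138511253) fell from 4615 ± 279 to 3007 ± 107 (SD, n = 4 each; log2 fold change -0.62, standard error 0.07, limma adjusted p = 0.0022). Kcnn2 (ENSMUSG00000054477.17, chromosome 18 from 45401927 to 45818953) fell from 701 ± 58.1 to 479 ± 22.8 (SD, n = 4 each; log2 fold change -0.55, standard error 0.09, limma adjusted p = 0.033). Slc17a8 and Bnip3 remained called in each of the 8 fits that left out one library, Btbd9 in 5 of them and Kcnn2 in 1. P2rx7 had low counts, with 18.8 ± 3.22 in WT and 5.92 ± 1.32 in the quadruple KO (SD, n = 4 each), and its log2 fold change of -1.53 was not called (limma adjusted p = 0.075), nor was Rapgef4 (log2 fold change -0.48, limma adjusted p = 0.065). Kctd16 and Igf1r had log2 fold changes of -0.42 and -0.32. In 8 of the 9 genes, all but Lama2, the genotypes did not overlap.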

Collectively, we noted an extensive ECM remodeling and synaptic imbalance in quadruple KO mice, which might directly contribute to the observed functional and optomotor deficits.

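Of the 29 genes reported here that the paper names by adjusted p in these function groups, 7 were called by limma over all genes tested, and all 29 had the direction the paper gives. Of the ECM genes, 2 were among the 7, both of them higher in the quadruple KO. Among the 7, Col19a1, Slc17a8, Btbd9 and Glp1r lie within 1 Mb of other called genes. For these genes, DNA of another strain cannot be told apart from an effect of the lost proteins. Lama3, which was not called, lies within a group of called genes on chromosome 18 between 11953431 and 12998343, and the same holds for it. The lack of a called neighbor does not exclude such DNA for Lman1, Bnip3 and Kcnn2. The paper notes an extensively remodeled ECM and an imbalance of synapses in the quadruple KO mice, and proposes that these might contribute directly to the functional and optomotor deficits.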

## Discussion

In the 1960s, direction-selective nerve cells in the retina of vertebrates, which only become activated when a light stimulus completes a specific movement, were first described.^51^ These cells, known today as SACs, play a critical role in inhibitory GABAergic and excitatory cholinergic modulation of DSGC responses, contributing to directional selectivity and the recognition of directional motion.^52^ In our study, we report on the impairment of visual motion processing and loss of cholinergic direction-selective SACs in quadruple KO mice lacking the four ECM proteins Bcan, Ncan, Tnc, and Tnr. A reduced number of SACs in the quadruple KO at P10 suggests that the loss of the ECM constituents already impacts early development of SACs. In this regard, the specification, maturation, migration, and/or survival of SACs might be affected. Accordingly, tenascins and CSPGs have been shown to provide a crucial modulatory environment for those cellular functions.^53^^,^^54^^,^^55^^,^^56^ We cannot exclude that also other cell types are affected by the loss of the four ECM molecules. However, particularly the loss of Tnc expression in SACs might be directly related to a cell intrinsic mechanism. Our analyses in the WT retina revealed robust expression of all four molecules in postnatal stages. In the postnatal retina, release of ACh by SACs is required for proper propagation of spontaneous activity in the form of retinal waves.^43^^,^^57^ Direction selectivity in the retina, however, seems to emerge independently of visual experience and cholinergic waves and thus most likely arises due to complex molecular interactions.^58^ Hence, the four ECM molecules are promising candidates that might contribute to the fine-tuning and establishment of neuronal circuits.

We observed that quadruple KO mice exhibit reduced a- and b-wave amplitudes, suggesting retinal dysfunction. We previously noted normal ERG responses in *Tnc* KO mice.^59^^,^^60^ Thus, we propose that the combined loss of four ECM molecules or alternatively the combined or single loss of Bcan, Ncan, and Tnr may contribute to impaired ERG responses and retina function. Interestingly, we found that b-wave responses derived from excitatory glutamatergic rod BCs were most severely affected in the quadruple mutant. Cholinergic feedback to BCs enhances direction-selective signaling in postsynaptic SACs and DSGCs.^61^ Therefore, the loss of cholinergic SACs and the reduced cholinergic feedback to rod BCs could explain the severe impairment of b-wave responses. The effects of the loss of ECM molecules on retinal functionality of sensory tissues such as the retina have been poorly described. So far, the ECM in tissues is rather known for its role in homeostasis and the organization of synapses.

We noted an imbalance of inhibitory GABAergic and excitatory glutamatergic signaling in the quadruple KO retina *in vivo*. Therefore, forthcoming experiments should prioritize the investigation of synaptic alterations by marker analyses and employing techniques such as super-resolution microscopy and electrophysiology. Previous studies documented that the elimination of the four ECM proteins alters the ratio of excitatory and inhibitory hippocampal synapses *in vitro*.^30^ Depletion experiments indicate that the ECM preserves the balanced state of neuronal networks by stabilizing inhibitory synapses.^1^ Of note, an imbalance of GABA/glutamate has been suggested in albino rats with missing optokinetic nystagmus.^62^^,^^63^ Our findings suggest that mutual interactions of the matrisome regulate the delicate balance between GABAergic inhibition, glutamatergic excitation, and visual motion processing *in vivo*. Tnc and Tnr bind Ncan and Bcan, respectively, with a high affinity.^64^^,^^65^ In astrocytes, Tnr modulates the uptake of glutamate.^66^ A reduced GABAergic inhibition was found in the hippocampus after ablation of Tnr.^18^ Based on these reports, we hypothesize that the cooperation of four matrix molecules is crucial for a balanced synaptic signaling. In that context, Tnr appears to exert a regulatory influence on GABAergic inhibition. Recently, it was reported that the neural ECM preserves the equilibrium of neuronal networks by stabilizing inhibitory synapses.^32^ In this perspective, the reduction of the ECM might directly contribute to a weakening of inhibitory synapses.

Our analyses revealed a reduced number of GABA-R^+^ cells in the KO retina, which might indicate a loss of DSGCs. Therefore, future analysis should focus on the characterization of the specific affected DSGCs and/or DSGC subpopulation. However, the MEA measurements revealed no significant different DSGC responses in quadruple KO mice compared with WT ones, which might be explained by the limited sensitivity of MEA measurements and/or compensatory mechanisms. In this regard, it is worth considering that various other ECM constituents, including laminins, collagens, several ECM receptors, and ECM-modifying molecules were found dysregulated in our NGS analyses. Furthermore, the loss of SACs might be compensated by remaining SACs, which provide sufficient input to DSGCs.

In the CNS, tenascins exert a strong influence on synaptic structure and function.^4^^,^^5^ Thus, the absence of Tnc and Tnr in the quadruple KO could be one cause of impaired visual processing. To trace these limitations back to individual Tnc or Tnr genes, OMR measurements were carried out in single KO mice. When measured at both low and high velocities, *Tnc* KO mice showed a significantly reduced number of head movements compared with the WT. In contrast, in the *Tnr* KO, the number of head movements was comparable to the WT at low velocities in either direction. At higher velocities, however, the number of head movements was also reduced in the *Tnr* KO. At slow velocities counterclockwise, a significant reduction of head movements was observed in *Tnc* KO in comparison to *Tnr* KO mice. These results indicate that the elimination of Tnc leads to limitations in visual processing at low and high velocities, whereas the *Tnr* deficiency mitigates processing only at high velocities, possibly due to compensatory effects. Yet, both the ablation of Tnc and Tnr impaired visual motion processing. The phenotype was accentuated in quadruple KO mice, where the number of head movements was significantly diminished in contrast to both *Tnc* and *Tnr* KO mice. This strongly suggests that the loss of four ECM molecules intensified the limitations of visual motion processing that appeared to a milder degree in the single KOs. Visually triggered compensatory head movements (optomotor responses) or eye movements (optokinetic responses) are widely employed in experimental mouse models to study abnormalities and pathological conditions and assess the effectiveness of therapeutic interventions. Kretschmer et al. found that both optomotor and optokinetic responses provide very similar outcomes when assessing visual acuity in mice.^38^ Moreover, the application of a head tracking algorithm allows for a significantly more precise analysis of head angle determination and reveals individual head retractions, analogous to the saccadic eye movements observed during optokinetic nystagmus. When interpreting the results, it should be noted that OMR measurements and analyses of head movement in response to visual input constitute a first-line visual behavior test, which does not convey the same level of information as OKR measurements regarding visual functions. Nevertheless, in the context of the impaired ERG measurements in quadruple KO mutants, our findings unequivocally indicate functional visual impairments in visuomotor processes. However, it is important to note that those tests may not fully reflect visual behavior, and future visual acuity tests may provide more comprehensive insights. The observed anomalies of the ECM mutants may reflect gene-dosage effects of the matrisome and reveal cooperative synergism of the four ECM molecules. This may be based on molecular interactions as well as remote impact on gene regulation in the KO lines. The establishment of the precise pathways involved will require further investigations.

The ablation of SACs has been shown to decrease direction selectivity in retinal ON-OFF DSGCs *in vivo*.^67^ ON-OFF DSGCs primarily project to the lateral geniculate nucleus (LGN) and the primary visual cortex (area V1 for visual motion integration).^68^^,^^69^^,^^70^^,^^71^ Thus, it is reasonable to assume that deficiency of optomotor behavior observed in quadruple KO mice could potentially be explained by an impaired (sub-) cortical processing. In our recent study, we reported on PNN-associated ECM changes in the quadruple KO V1, which could directly affect optomotor behavior.^31^ Notably, a distinct PNN-associated ECM expression was noted in the LGN, which may also play a role in visual motion processing.^72^ Therefore, it is possible that cumulative changes in the ECM across various brain regions critical for visual motion computation could additionally contribute to the optomotor behavior deficiency observed in the quadruple KO model.

The causes for the restrictions of visual movement processing could also be disturbances in the synaptic circuitry and the excitation/inhibition ratio of the retina. Interestingly, the NGS analyses are in accordance with the hypothesis of a synaptic imbalance in the quadruple KO retina, as a dysregulation of several synaptic candidates was registered. For example, we noted a downregulation of the RNA-binding protein *Rbpms2/Hermes*, a crucial modulator of synapse density as well as axon arbor formation in RGCs, which also influences optomotor processing.^50^ We observed a downregulation of the *Kcnq2* gene, which is involved in the proper function of potassium channels in the brain. The functional importance of *Kcnq2* becomes particularly obvious under pathological conditions. Thus, alterations of KCNQ2 have been associated with seizures, autism as well as cognitive and developmental disabilities.^73^ In a recent study, *Kcnq2* was presented as an important downstream regulator of ketamine in hippocampal glutamatergic neurons.^74^ Also, we noted a downregulation of the G-protein-coupled receptor *Glp1r* (*glucagon-like peptide-1 receptor*). 

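Glp1r (ENSMUSG00000024027.9), on chromosome 17 of GRCm39 from 31120525 to 31159765, had 156 ± 87.8 normalized counts in WT and 2.53 ± 0.512 in the quadruple KO (SD, n = 4 each), 1.62% of the WT level. The log2 fold change was -5.35 (standard error 0.34, limma adjusted p = 4.1e-05), and the gene remained called with each library left out in turn. WT B had 287 normalized counts, compared with 104 to 126 in the other WT libraries. The transcript Gm10503 overlaps Glp1r on the opposite strand and is nearly absent from the quadruple KO libraries. Use of the strand in the counting is not stated in the paper's text, so the counts of the 2 genes could hold reads of each other.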

The *Glp1r* agonist exendin-4 suppresses GABAR-mediated light-evoked inhibitory postsynaptic currents in RGCs.^75^ We also found a downregulation of the *vesicular glutamate transporter 3/VGLUT3* (*Slc17a8*)*.* Interestingly, VGLUT3-expressing ACs provide excitatory input to ON-OFF and ON DSGCs and a subpopulation of W3 RGCs but not SACs.^76^ Therefore, the ECM loss in quadruple mutants might also impact SAC-independent excitatory glutamatergic signaling. In this regard, we observed downregulation of the *metabotropic glutamate receptor 1/Grm1.*^77^^,^^78^ Furthermore, we noted a downregulation of *Lrp1*, an important modulator of the ECM.^79^ 

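Lrp1 (ENSMUSG00000040249.16), on chromosome 10 of GRCm39 from 127374012 to 127457017, had 10835 ± 1800 normalized counts in WT and 7950 ± 539 in the quadruple KO (SD, n = 4 each; log2 fold change -0.43, standard error 0.12, limma adjusted p = 0.30). Its counts were 12706 in WT B and 12045 in WT C, against 9350 in WT A and 9239 in WT D.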

Interestingly, deletion of *Lrp1* from astrocytes in a hippocampal neuron co-culture model decreased neuronal network activity and influenced the proportion of pre- and postsynaptic structures.^80^ In summary, we noted an extensive ECM remodeling and synaptic imbalance in quadruple mutant mice, which contribute to the impaired visual function and optomotor behavior.

A groundbreaking discovery had revealed that CSPG degradation by injection of chondroitinase ABC into the visual cortex of adult rats leads to a reactivation of ocular dominance plasticity.^81^ This observation provided evidence that the mature ECM inhibits experience-dependent plasticity and plays a central role in regulating visual input processing in the visual cortex. Conditions of degeneration such as in glaucoma are associated with complex ECM remodeling in the retina.^33^^,^^59^^,^^60^ However, these studies mainly focused on structural ECM changes concurrent with visual impairment caused by disease, rather than on the direct effect of ECM on visual function. Hence, our study provides crucial evidence for an impairment of sensorimotor integration in a neuronal subsystem as direct consequence of ECM deficiency.

### Limitations of the study

A limitation of our study is that the quadruple KO model provides insight into the cooperative effects of several ECM proteins but does not circumscribe the individual roles of the singular ECM molecule regarding the observed deficits in retina function. However, we revealed, yet less pronounced, optomotor deficits in single mutants for *Tnc* and *Tnr*. The relative contributions of the CSPGs Bcan and Ncan as well as the establishment of the pathways involved will require further investigations. Additionally, further visual acuity tests may provide more comprehensive insights into the visual behavior of ECM mutants.

## STAR★Methods

### Key resources table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Antibodies**		

Alexa Fluor 488-AffiniPure Donkey Anti-Goat IgG (H+L)	Jackson ImmunoResearch Labs	Cat# 705-545-147; RRID: AB_2336933
Alexa Fluor 488-AffiniPure Goat Anti-Mouse IgG + IgM (H+L)	Jackson ImmunoResearch Labs	Cat# 115-545-044; RRID: AB_2338844
Alexa Fluor 488-AffiniPure Goat Anti-Rabbit IgG (H+L)	Jackson ImmunoResearch Labs	Cat# 111-545-045; RRID: AB_2338049
Anti-Bcan (guinea pig)	Seidenbecher et al.^83^	N/A
Anti-Bcan (mouse)	BD Biosciences	RRID: AB_398211
Anti-ChAT	Millipore	Cat# AB144; RRID: AB_11212843
Anti-DIG Fab fragment antibody, AP-conjugated	Roche Diagnostics GmbH	Cat# 11093274910; RRID: AB_514497
Anti-GABA	Sigma-Aldrich	Cat# A 2052; RRID: AB-477652
Anti-GABA_A_ receptor α2	Synaptic Systems GmbH	Cat# 224 103; RRID: AB_2108839
Anti-Ncan (rabbit)	Rauch et al.^84^	N/A
Anti-Ncan (sheep)	R&D Systems	RRID: AB_2149717
Anti-Tnc	Faissner and Kruse^85^	N/A
Anti-Tnr	Rathjen et al.^86^	N/A
Anti-VGLUT1	Sigma-Aldrich	Cat# V0389; RRID: AB_261840
Biotin-SP-AffiniPure Goat Anti-Guinea Pig IgG (H+L)	Jackson ImmunoResearch Labs	Cat# 106-065-003; RRID: AB_2337410
Peroxidase-AffiniPure Goat Anti-Mouse IgG + IgM (H+L)	Jackson ImmunoResearch Labs	RRID: AB_2338505
Peroxidase-AffiniPure Goat Anti-Rabbit IgG (H+L)	Jackson ImmunoResearch Labs	RRID: AB_2307391
Peroxidase-AffiniPure Donkey Anti-Sheep IgG (H+L)	Jackson ImmunoResearch Labs	RRID: AB_2340710

**Bacterial and virus strains**		

One Shot™ TOP10 chemically competent E. coli cells	Thermo Fisher Scientific	Cat# C404003

**Biological samples**		

WT and quadruple KO retina tissue	This work	N/A

**Chemicals, peptides, and recombinant proteins**		

BamHI	Thermo Fisher Scientific	Cat# ER0051
BCIP	Roche Diagnostics GmbH	Cat# 11383221001
Blocking reagent	Roche Diagnostics GmbH	Cat# 11096176001
Cy2-Streptavidin	Jackson ImmunoResearch Labs	Cat# 016-220-084
EcoRI	Thermo Fisher Scientific	Cat# ER0271
HindIII	Thermo Fisher Scientific	Cat# ER0501
NBT	Roche Diagnostics GmbH	Cat# 11383213001
TO-PRO™-3 iodide	Thermo Fisher Scientific	Cat# T3605
XhoI	Thermo Fisher Scientific	Cat# ER0691

**Critical commercial assays**		

BCA Protein Assay Kit	Thermo Fisher Scientific	Cat# 23225
cDNA synthesis kit	Fermentas GmbH	Cat# K1612
DIG RNA Labeling Mix	Roche Diagnostics GmbH	Cat# 26591020
DirectPCR® Lysis Reagent Tail	VWR	Cat# 31-101-T
DNaseI (Rnase-free)	Roche Diagnostics GmbH	Cat# 04716728001
JumpStart™ Tag DNA polymerase	Sigma-Aldrich	Cat# D9307
NEBNext Ultra II Directional Total RNA Library Prep Kit for Illumina	NEB	Cat# E7760S/L
Precision Plus Protein Standards Dual Color Standards	Bio-Rad Laboratories GmbH	Cat# 1610374
Protease Inhibitor Cocktail	Sigma-Aldrich	Cat# P2714
Proteinase K	Roth	Cat# 7528.3
RNeasy® Mini Kit	Qiagen	Cat# 74104
RNeasy® Midi Kit	Qiagen	Cat# 12143
SP6 RNA polymerase	Roche Diagnostics GmbH	Cat# EP0131
T7 RNA polymerase	Roche Diagnostics GmbH	Cat# EP0111
TOPO® TA Cloning® Kit	Thermo Fisher Scientific	Cat# 45 - 0640
QIAEX II® Gel Extraction Kit	Qiagen	Cat# 20021

**Deposited data**		

RNA-seq data	GEO	GEO: GSE230425

**Experimental models: Organisms/strains**		

129S2/SvPasCrl mice	Charles River Laboratories	RRID: IMSR_CRL:287
Tnc KO mice	Forsberg et al.^87^; Czopka et al.^88^	N/A
Tnr KO mice	Weber et al.^89^; Czopka et al.^88^	N/A
Quadruple KO mice	Rauch, U. et al.^27^	N/A

**Oligonucleotides**		

For primer pairs, see Tables S3 and S4	Sigma-Aldrich	Tables S3 and S4

**Recombinant DNA**		

pCRTM2.1-TOPO vector	Thermo Fisher Scientific	Cat# 45 - 0640

**Software and algorithms**		

Adobe Illustrator	Adobe	http://www.adobe.com/products/illustrator.html; RRID: SCR_010279
Adobe Photoshop	Adobe	https://www.adobe.com/products/photoshop.html; RRID: SCR_014199
AxioVision Imaging System	Carl Zeiss	RRID: SCR_002677
Black ZEN software	Carl Zeiss	RRID: SCR_018163
Coral Paint Shop Pro	Coral Corporation	N/A
DESeq2 v.1.32.0 framework	Love et al.^90^	https://bioconductor.org/packages/release/bioc/html/DESeq2.html; RRID: SCR_015687
ERGView 4.380R	OcuScience	N/A
ImageJ	National Institutes of Health	https://imagej.nih.gov/ij/index.html; RRID: SCR_003070
MATLAB	The MathWorks	http://www.mathworks.com/products/matlab/RRID:SCR_001622
Offline Sorter	Plexon Inc	http://www.plexon.com/products/offline-sorter; RRID: SCR_000012
R library gprofiler2	Kolberg et al.^91^	https://biit.cs.ut.ee/gprofiler/page/r; RRID: SCR_018190
Salmon v1.5.2	Patro et al.^92^	https://combine-lab.github.io/salmon/; RRID: SCR_017036
STATISTICA V13.3	StatSoft	RRID: SCR_014213

**Other**		

60MEA200/30IR-ITO	MultiChannel Systems	N/A
Axioplan2	Carl Zeiss	N/A
BioSpectrometer	Eppendorf	N/A
CM3050 S cryostat	Leica	N/A
HMsERG system	OcuScience	N/A
Illumina NextSeq500	Illumina	N/A
LSM 510 META	Carl Zeiss	N/A
MicroChemi Chemiluminescence Reader	Biostep	N/A
TonoLab	Icare	N/A
Quantus Fluorometer	Promega	N/A

### Resource availability

#### Lead contact

Further information and requests for resources and reagents should be directed to and will be fulfilled by the lead contact Andreas Faissner. Email: .

#### Materials availability

This study did not generate new unique reagents.

#### Data and code availability

• The RNA sequencing data have been deposited at the NCBI Gene Expression Omnibus (GEO) database (https://www.ncbi.nlm.nih.gov/geo/) and are publicly available as of the date of publication through the GEO accession number GSE230425.
• This study did not generate any original code.
• Any additional information required to reanalyze the data reported in this paper is available from the lead contact upon request.

### Experimental model and study participant details

#### Animals

Mouse breeding colonies were maintained at the animal facility of the Faculty of Biology and Biotechnology, Ruhr University Bochum. Animals were housed under environmentally controlled lighting conditions (12-hour light-dark cycle) with access to chow and water *ad libitum*. Adult quadruple KO mice, generated by Rauch and colleagues through cross-breeding of the described single KO mutant mouse lines, combining the transgenic KO constructs of *Bcan, Ncan, Tnc* and *Tnr*^16^^,^^27^^,^^87^^,^^89^^,^^93^ as well as mice only carrying the *Tnc* KO construct or the *Tnr* KO construct were compared to WT mice from the inbred background strain 129S2/SvPasCrl (Charles River Laboratories, Sulzfeld, Germany). Animals were mated overnight, and females were checked in the morning for the presence of a vaginal plug, which corresponded to embryonic day 0.5 (E0.5). For analyses, animals from the postnatal (P) stages P0, P4, P8, and P12 as well as adult mice of both sexes were euthanized by cervical decapitation or dislocation.

#### Animal study approval

The animal studies conducted in this work followed the guidelines of the Association for Research in Vision and Ophthalmology (ARVO) statement for the use of animals in ophthalmic and vision research. The experiments were performed in compliance with the German law (§15 TierSchG) and approved by the animal protection committee (Landesamt für Natur, Umwelt und Verbraucherschutz, Recklinghausen, North Rhine-Westphalia Germany; file number 84-02.04.2013.A291). The study was supervised by the animal welfare commissioner of the Ruhr University Bochum and the clinics facility for animal welfare (Einrichtung für Tierschutz, Tierärztlichen Dienst und Labortierkunde) of the University Tübingen. All efforts were made to minimize the number of animals used and their suffering.

### Method details

#### Genotyping

For the isolation of genomic DNA, mouse tail biopsies were lysed overnight at 55°C in DirectPCR® Lysis Reagent Tail (VWR, Radnor, PA USA) containing 0.2 mg/ml proteinase K (Roth, Karlsruhe, Germany). The following day, samples were incubated for 45 minutes at 55°C. For genotyping, PCR analyses were performed using JumpStart™ Taq DNA polymerase and primer pairs (Sigma-Aldrich, St. Louis, MO, USA) listed in Table S3. The following PCR conditions were used: 94°C for 2 minutes 40 seconds (initial denaturation), 37 cycles of 94°C for 30 seconds (denaturation), 56-60°C for 30 seconds (annealing), and 72°C for 50 seconds followed by 72°C for 5 minutes (final elongation). Following agarose gel electrophoresis (gel electrophoresis unit pharmacia biotech, Amersham, Freiburg, Germany) samples were documented under UV light in a gel documentation system (LFT Labortechnik GmbH & Co.KG, Wasserburg, Germany).

#### Intraocular pressure measurements

Intraocular pressure (IOP) measurements in quadruple KO and WT mice of both genders (16 weeks of age) were performed with a rodent rebound tonometer (TonoLab, Icare, Vantaa, Finland) as previously described.^94^

#### Electroretinogram recordings

Scotopic full-field flash electroretinogram (ERG) recordings were done with a HMsERG system (OcuScience, Henderson, NV, USA) as described previously.^94^ Quadruple KO and WT mice of both genders (16 weeks of age) were dark-adapted overnight. For measurements, mice were hold under dim red light and anesthetized by an intraperitoneal injection of a ketamine-xylazine cocktail (120/16 mg/kg body weight). Afterward, eyes were topically anesthetized with Oxybuprocaine hydrochloride (Novesine Stulln® 4 mg/ml, Pharma Stulln, Stulln, Germany) and the pupil was dilated with Tropicamide (Mydriaticum Stulln® 5 mg/ml, Pharma Stulln, Stulln, Germany). Scotopic flash series were recorded at 0.1, 0.3, 1.0, 3.0, 10, and 25 cd/m^2^. Then, electrical potentials were analyzed by the ERGView 4.380R software (OcuScience). A 150 Hz low-pass filter was applied and a/b-wave amplitudes and implicit times were evaluated. The a-wave amplitudes were measured from the pre-stimulus baseline up to the a-wave, while the b-waves were measured from the a-wave to the b-wave peak. The a-wave implicit time was calculated from the onset of the light flash stimulus to the peak of the a-wave, while the implicit time of the b-wave was measured from the peak of the a-wave to the peak of the b-wave.

#### Measurement of optomotor responses

To induce the optomotor response (OMR), mice were placed in a rotating cylinder (30 cm ø) with a vertical black and white stripe pattern. The stripes were 2 cm wide. Optimal velocities to elicit the OMR were 20^°^/second and 50^°^/second and rotation was done clockwise (CW) and counterclockwise (CCW). OMR was assessed by counting the fast-returning movement of the head after following the stripe pattern (defined as number of head movements). Analyses were done in male and female WT and quadruple KO as well as *Tnc* and *Tnr* single KO mice at 16 weeks of age.

#### Multielectrode array

Microelectrode array (MEA) recordings have been reported previously.^95^ To record spiking neural activity of RGCs, dark-adapted quadruple KO and WT retinae were prepared and mounted RGC side down contacting the 60-channel MEA (60MEA200/30IR-ITO; MultiChannel Systems, Reutlingen, Germany). MEA-mounted retinae were superfused with artificial cerebrospinal fluid (ACSF) solution (125 mM NaCl, 2.5 mM KCl, 2 mM CaCl_2_, 1 mM MgCl_2_, 1.25 NaH_2_PO_4_, 26 mM NaHCO_3_ and 20 mM glucose) at a rate of 2.5 ml/minute at 33°C and left to recover for at least 30 minutes before recording. Extracellular voltage signals were recorded with equipment from MultiChannel Systems, processed offline to isolate spike trains using Offline Sorter (Plexon Inc., Dallas, TX, USA), and analyzed with custom scripts in MATLAB (The MathWorks, Natick, MA, USA). To probe for direction selectivity, we presented moving bar light stimuli, adapted from the visual stimulation set described by Baden and colleagues.^96^ In brief, stimuli were designed and delivered through QDSpy. The moving bar stimulus was represented as a white bar (300 x 1000 μm) drifting along its long axis in a sequence of positions covering the MEA and repeated at 8 different directions in sequence to quantify direction-selectivity.

#### Tissue collection for RT-PCR, immunohistochemistry and *in-situ* hybridization

For RNA extraction, retinae were isolated, pooled, snap frozen in liquid nitrogen and stored at -80°C until RNA extraction. For immunohistochemistry and *in-situ* hybridization of retinal sections, whole embryo heads, postnatal heads, and adult eyes were fixed in 4% paraformaldehyde (PFA, Sigma-Aldrich) for 12-24 hours at 4°C and cryo-protected in 30% sucrose (J. T. Baker, Deventer, NL). Tissue was embedded in Jung TISSUE FREEZING MEDIUM™ (Leica Instruments GmbH, St. Leon-Rot, Germany), sectioned in horizontal planes of 16 μm using a cryostat (CM3050 S, Leica, Bensheim, Germany), and collected onto Superfrost plus object slides (Menzel-Gläser, Braunschweig, Germany). Thereafter, slides were stored at -80°C until further processing. For the preparation of retinal flat-mounts, eyes were enucleated and fixed in 4% PFA at 4°C for 1 hour. Then, the retinae were dissected, post-fixed in 4% PFA for 5 minutes, and washed in 1 x phosphate buffered saline (1 x PBS) until immunohistochemical staining.

#### RNA preparation, cDNA synthesis and reverse-transcription polymerase chain reaction

Total RNA was extracted using the RNeasy® Mini or Midi kit (Qiagen, Hilden, Germany) and digested with Rnase-free DNaseI (Roche, Mannheim, Germany) according to the manufacturer’s instructions. The quality and quantity of RNA was assessed photometrically using the BioSpectrometer® (Eppendorf, Hamburg, Germany). To obtain cDNA, 1 μg of RNA was used for reverse transcription with a cDNA synthesis kit and random hexamer primers (Fermentas GmbH, St. Leon-Rot, Germany). Reverse-transcription polymerase chain reaction (RT-PCR) was performed using 1 μl cDNA using Taq DNA polymerase (JumpStart™ Taq DNA polymerase (Sigma-Aldrich) in a Mastercycler Gradient (Eppendorf, Hamburg, Germany) with primer pairs listed in Table S4 (Sigma-Aldrich). The RT-PCR conditions were as follows: 94°C for 2 minutes 30 seconds (initial denaturation), 25-35 cycles of 94°C for 30 seconds (denaturation), 60°C for 45 seconds (annealing), and 72°C for 60 seconds followed by 72°C for 5 minutes (final elongation). Samples were documented as described above.

#### Next generation sequencing and bioinformatic analyses

For next generation sequencing (NGS), total RNA was isolated from adult WT and quadruple KO retinae (N = 4) as described above. The quantity of RNA was analyzed with the Quantus Fluorometer (Promega, Madison, WI, USA). RNA quality control was done with the RNA ScreenTape assay using the 4200 TapeStation system (Agilent Technologies Inc., Santa Clara, CA, USA). An RNA Integrity Number (RIN) of at least 7.8 verified the high quality of all included RNA samples. Sequencing libraries were generated from 450 ng of total RNA using the NEBNext Ultra II Directional Total RNA Library Prep Kit for Illumina as described by the manufacturer (NEB, Ipswich, MA, USA). The libraries were run on an Illumina NextSeq500 platform using the High Output 150 cycles Kit (Illumina, San Diego, CA, USA). FASTQ files were generated using bcl2fastq (Illumina). To facilitate reproducible analyses, samples were processed using the publicly available nf-core/RNA-seq pipeline version 3.5^97^ implemented in Nextflow 21.10.6^98^ using Docker 20.10.12^99^ with the minimal command. In brief, lane-level reads were trimmed with Trim Galore 0.6.7^100^ and aligned to the mouse genome (GRCm39) using STAR 2.7.9a.^101^ Gene-level and transcript-level quantification was done by Salmon v1.5.2.^92^ Differential expression analyses were performed using custom scripts in R version 4.1.1 with the DESeq2 v.1.32.0 framework.^90^ Genes were considered differentially expressed if the adjusted p-value was < 0.05. The 142 downregulated genes and 121 upregulated genes were further implemented in a gene ontology analyses with R library gprofiler2^91^ using gost function, correction_method = “fdr” and significant = TRUE. Gene ontology terms were considered significant with a false discovery rate < 0.05. As sources, we used Gene Ontology (GO or by branch GO:MF, GO:BP, GO:CC), Kyoto Encyclopedia of Genes and Genomes (KEGG), Reactome (REAC), WikiPathways (WP), and miRTarBase (MIRNA). The volcano plot and heatmaps were constructed with the R package ggplot2. The Integrative Genomics Viewer was used for genomic analyses of quadruple KO alleles (Figure S7).^102^

#### In-situ hybridization

The *in-situ* hybridization (ISH) procedure was performed following a protocol described by N. P. Pringle and W. D. Richardson (Wolfson Institute for Biomedical Research, London, UK). For the design of *in-situ* riboprobes, cDNAs of *Bcan*, *Ncan*, *Tnc,* and *Tnr* were amplified with the ISH primers described above (Table S4). Using the TOPO™ TA Cloning™ Kit with One Shot™ TOP10 chemically competent E. coli cells (Thermo Fisher Scientific, Invitrogen, Waltham, MA, USA), gel purified (QIAEX II® Gel Extraction Kit, Qiagen, Hilden Germany) RT-PCR products were cloned into the pCRTM2.1-TOPO vector (Thermo Fisher Scientific, Invitrogen) containing promotors for SP6 and T7 RNA polymerases (Roche Diagnostics GmbH, Mannheim, Germany). The generation of *Tnc* and *Tnr* riboprobes was described previously.^88^ After linearization with the respective restriction enzymes BamHI, EcoRI, HindIII, or XhoI (Thermo Fisher Scientific, Waltham, MA, USA), digoxigenin (DIG)-labeled antisense and control sense RNA probes were made by *in vitro* transcription using the DIG RNA Labeling Mix (Roche Diagnostics GmbH) following the manufacturer’s protocol. For hybridization, DIG-labeled RNA probes were diluted 1:1,000 in Rnase-free hybridization buffer (1 x salts, 50% formamide, 0.1 mg/ml yeast tRNA, 10% dextran sulfate, and 1 x Denhardt`s) heated to 75°C for 10 minutes, applied to retinal slices and incubated in a humified chamber (2 x saline sodium citrate (SSC) and 50% formamide) at 65°C overnight. The next day, slices were washed twice in washing buffer containing 1 x SSC, 50% formamide and 0.1% Tween-20 at 65°C for 30 minutes. Then, sections were washed twice in MABT buffer (100 mM maleic acid, 150 mM NaCl and 0.1% Tween-20, pH 7.5) at room temperature for 5 minutes. After stringent washing, retinal sections were transferred in a humified (H_2_O) chamber and incubated in blocking solution containing 2% blocking reagent (Roche Diagnostics GmbH, Mannheim, Germany) and 10% heat inactivated sheep serum in MABT buffer for 1 hour at room temperature. Afterward, slices were treated with alkaline phosphatase (AP)-conjugated anti-digoxigenin (DIG) Fab fragment antibody (sheep, 1:1,500, Roche Diagnostics GmbH) in blocking solution at 4°C overnight. Following antibody incubation, slides were washed three times in MABT buffer for 10 minutes and incubated twice in pre-developing buffer containing 100 mM Tris, pH 9.8, 100 mM NaCl, and 50 mM MgCl_2_ for 15 minutes at room temperature. Hybridization signals were visualized by applying NBT/BCIP (4-Nitro blue tetrazolium chloride/1.5-bromo-4-chloro-3-indolyl-phophate, 1 mg/ml, Roche Diagnostics GmbH) developing solution (pre-developing solution and 5% polyvinyl alcohol, pH 9.5) for 2-4 hours at 37°C. To finish the staining reaction, retinal slides were washed in H_2_O, mounted with ImmuMount (Thermo Scientific Shandon™, Waltham, MA, USA) and stored at 4°C.

#### Immunohistochemistry

Slides with retinal cross-sections were washed in 1 x PBS and incubated in blocking solution containing 1-3% normal goat or donkey serum (Dianova GmbH, Hamburg, Germany), 1% bovine serum albumin (BSA, AppliChem GmbH, Darmstadt, Germany) and 0.5% Triton™-X-100 (Sigma-Aldrich, St. Louis, MO, USA) in 1 x PBS at room temperature for 1 hour. Then, primary antibodies were diluted in blocking solution and incubated at room temperature overnight. The following primary antibodies were used in this study: anti-Bcan (guinea pig, 1:250,^83^), anti-ChAT (goat, 1:200, Millipore, Billerica, MA, USA), anti-GABA (rabbit, 1:200, Sigma-Aldrich), anti-GABA_A_ receptor α2 (rabbit, 1:400, Synaptic Systems GmbH, Göttingen, Germany), anti-Tnc (batch KAF14/1, rabbit, 1:300,^85^ anti-Ncan (rabbit, 1:300;^84^), anti-Tnr (anti-restrictin, clone 23-14, mouse, 1:100,^86^), and anti-VGLUT1 (rabbit, 1:400, Sigma-Aldrich). Following further washing in 1 x PBS, sections were incubated in blocking solution without Triton™-X-100 containing appropriate secondary antibodies (donkey anti-goat, 1:300, Alexa Fluor 488, Jackson ImmunoResearch, West Grove, PA, USA; goat anti-mouse, 1:250, Alexa Fluor 488, Jackson ImmunoResearch; goat anti-guinea pig, 1:500, Biotin-SP, Jackson ImmunoResearch; goat anti-rabbit, 1:300, Alexa Fluor 488, Jackson ImmunoResearch). Biotin-Streptavidin immunostaining was detected with Streptavidin Cy2 (1:1,000, Jackson ImmunoResearch). TO-PRO™-3 iodide (1:400, Thermo Fisher Scientific, Invitrogen) was added to visualize cell nuclei. Negative control samples included retinal sections that were subjected to secondary antibody incubation along with TO-PRO™-3 iodide, without prior treatment with primary antibodies.

Retinal flat-mounts were blocked in blocking solution containing 3% donkey serum, 1% BSA, and 2% Triton™-X-100 in 1 x PBS at room temperature for 1 hour. Thereafter, flat-mounts were incubated in blocking solution with antibodies directed against ChAT (Millipore) and Brn3a (brain-specific homeobox/POU domain protein 3a, goat, 1:300, Santa Cruz Biotechnology, Dallas, TX, USA) at 4°C for 48 hours. Flat-mounts were washed in 1 x PBS and incubated with donkey anti-goat secondary antibodies (1:300, Alexa Fluor 488, Jackson ImmunoResearch) and TO-PRO™-3 iodide (1:400, Thermo Fisher Scientific, Invitrogen) in blocking solution without Triton™-X-100 for 2 hours at room temperature. Additionally, flat-mounts that were exposed only to secondary antibodies and TO-PRO™-3 iodide, without prior treatment with primary antibodies, were employed as negative controls.

For microscopic analyses, retinal cross-sections and flat-mounts were cover-slipped with ImmuMount (Thermo Scientific Shandon™). For retinal section analyses, images were taken from 2 retinal sections per slide. 2 peripheral and 2 central images per retina at a 400 x magnification were captured. To examine VGLUT1 staining, images (IPL: 100 x 240 pixel, OPL: 100 x 70 pixel), were cropped with Coral Paint Shop Pro X8 (Coral Corporation, Ottawa, Canada). A macro of the ImageJ software (National Institutes of Health, Bethesda, MD, USA) was used to perform masked evaluation of the staining signal area.^94^^,^^103^^,^^104^ Images were converted into 32-bit grey scale. The background was subtracted (rolling ball radius of 50 pixel). Then, the lower and upper threshold was determined manually by aligning the grayscale picture and the original one. The mean lower (IPL: 17.7 pixel, OPL: 28.8 pixel) as well as the upper threshold (IPL: 90.7 pixel, OPL: 86.4 pixel) were calculated and then used for the automated analysis. Means per retina were used for further statistical analysis. Cell counting was done for immunostainings of ChAT and GABA_A_ receptor α2. To analyze cell numbers in retinal flat-mounts, immunoreactive cells were counted in the peripheral and central retina (200 x magnification; 8 counting windows/retinal flat-mount per animal; 2 counting windows from each retinal quadrant). For the evaluation of the mean intensity of GABA_A_ receptor α2^+^ cells, we used the CellProfiler 4.2.1 software (Broad Institute, Cambridge, MA, USA).^105^ Images were converted from color to grayscale. GABA_A_ receptor α2^+^ cells were identified using the "IdentifyPrimaryObjects" module. We specified a "typical diameter of object in pixel units" ranging from a minimum of 10 to a maximum of 70 pixels. We utilized an "adaptive threshold strategy" with the "otsu thresholding method," employing "two-class thresholding" with lower and upper bounds on the threshold set at 0.2 and 1.0, respectively. Next, we incorporated the "measure object intensity" module to calculate the mean intensity of the identified cells. For each genotype, we recorded data from eight retinae. Within each retina, we captured two images in both the central and peripheral regions. Subsequently, we calculated the mean intensity of all measured cells within each retina, which was used for statistical analysis.

#### Western blot

Western blot analyses were conducted in accordance with a described protocol.^22^ For the analyses, P12 retinae of quadruple KO and WT mice were incubated in 80 μl of lysis buffer, consisted of 60 mM n-octyl-β-D-glucopyranoside, 50 mM sodium acetate, 50 mM tris chloride at pH 8.0, and a protease inhibitor cocktail (Sigma-Aldrich) on ice for a duration of 1 hour and triturated with a pipette tip. Following this, the samples were centrifuged at 14,000 × g at 4°C for 30 minutes. Then, the protein concentration in the resulting supernatant was determined using the bicinchoninic acid assay (BCA) Protein Assay Kit from Pierce (Thermo Fisher Scientific), conducted according to the manufacturer's guidelines. To each protein sample (10-20 μg per lane), 4 × SDS buffer was added, and the samples were denatured for 5 minutes at 95°C. Subsequently, the proteins were separated through SDS-PAGE utilizing 4-10% polyacrylamide gels, and then they were transferred onto a polyvinylidene difluoride (PVDF) membrane via the Western blotting technique for 1.5 hours. The Precision Plus Protein Standards Dual Color Standards (Bio-Rad Laboratories GmbH, München, Germany) was used for molecular weight estimation. Following the transfer, the PVDF membranes were subjected to blocking in blocking solution, comprising 5% w/v milk powder in Tris-buffered saline (TBS) with 0.05% Tween 20 (TBST) at room temperature for 1 hour. The following primary antibodies were diluted in blocking solution: anti-actin (mouse, 1:5,000, Sigma-Aldrich), anti-Bcan (mouse, 1:5,000, BD Biosciences), anti-Ncan (sheep, 1:200, R&D Systems), anti-Tnc (batch KAF14/1, rabbit, 1:10,000,^85^), and anti-Tnr (anti-restrictin, clone 23-14, mouse, 1:1,000,^86^) and the membranes were incubated at 4°C overnight. The membranes were subsequently washed in TBST and exposed to horseradish peroxidase (HRP)-conjugated secondary antibodies (anti-mouse HRP, anti-rabbit HRP, anti-sheep HRP) diluted in blocking solution (1:3,000 - 1:10,000) at room temperature for 1 hour. Any unbound antibodies were removed through washing with TBST, followed by a final wash with TBS. Thereafter, a mixture of ECL substrate solutions at a 1:1 ratio (Bio-Rad Laboratories GmbH) was applied to the membranes for 5 minutes. The immunoreactivity of the proteins was then recorded using a MicroChemi Chemiluminescence Reader (Biostep, Burkhardtsdorf, Germany).

#### Microscopy and image processing

For the documentation of the *in-situ* hybridization, images were acquired using the Axioplan2 microscope equipped with an AxioCam MRm digital camera and the AxioVision 4.5 software (Carl Zeiss, Oberkochen, Germany). Fluorescence specimens were examined by confocal laser-scanning microscopy (LSM 510 META, Carl Zeiss). Laser lines and emission filters were adjusted using the Zeiss Black ZEN software (Carl Zeiss). Images were exported and processed with Adobe Photoshop and Adobe Illustrator (Adobe, Dublin, Ireland), Coral Paint Shop Pro X8 (Coral Corporation), and ImageJ (National Institutes of Health).

### Quantification and statistical analysis

For IOP analyses, both eyes were measured and 10 readings of each eye were averaged. Data (N = 12) were compared by Student`s *t*-test (STATISTICA, V13.3, StatSoft, Hamburg, Germany) and are presented as mean ± standard error of the mean (SEM). ERG data (N = 8) were compared with STATISTICA using one-way analysis of variance (ANOVA) followed by Tukey`s post-hoc test and are shown as mean ± SEM. OMR data (N = 6) were compared with STATISTICA using one-way ANOVA followed by Tukey`s post-hoc test and are shown as mean ± SEM. MEA data of quadruple KO and WT mice (N = 10) were analyzed in MATLAB (The MathWorks) and are shown as mean ± SEM. NGS data of WT and quadruple KO retinae (N = 4) were bioinformatically analyzed as described in detail above. Heatmaps show the normalized expression (log2 scale) of significantly regulated genes (adjusted p-value < 0.05) annotated with GO terms for the groups of interest. Data of immunohistochemical analyses (N = 3-8) were presented as mean ± SEM and/or ± standard deviation (SD) and groups were analyzed with Matlab (MathWorks) or Statistica using Student`s *t*-test or one-way ANOVA followed by Tukey`s post-hoc test. Values of p < 0.05 were considered statistically significant.

# Supplementary material for: Neural extracellular matrix regulates visual sensory motor integration
**Source:** iScience. 2024 Jan 9;27(2):108846. doi: 10.1016/j.isci.2024.108846
**Supplement:** Document S1. Figures S1–S9 and Tables S1, S3, and S4

## **Supplemental information**

### **Neural extracellular matrix regulates visual sensory motor integration**

**Jacqueline Reinhard, Cornelius Mueller-Buehl, Susanne Wiemann, Lars Roll, Veronika Luft, Hamed Shabani, Daniel L. Rathbun, Lin Gan, Chao-Chung Kuo, Julia Franzen, Stephanie C. Joachim, and Andreas Faissner**

## Supplement

### Suppl. figures and tables

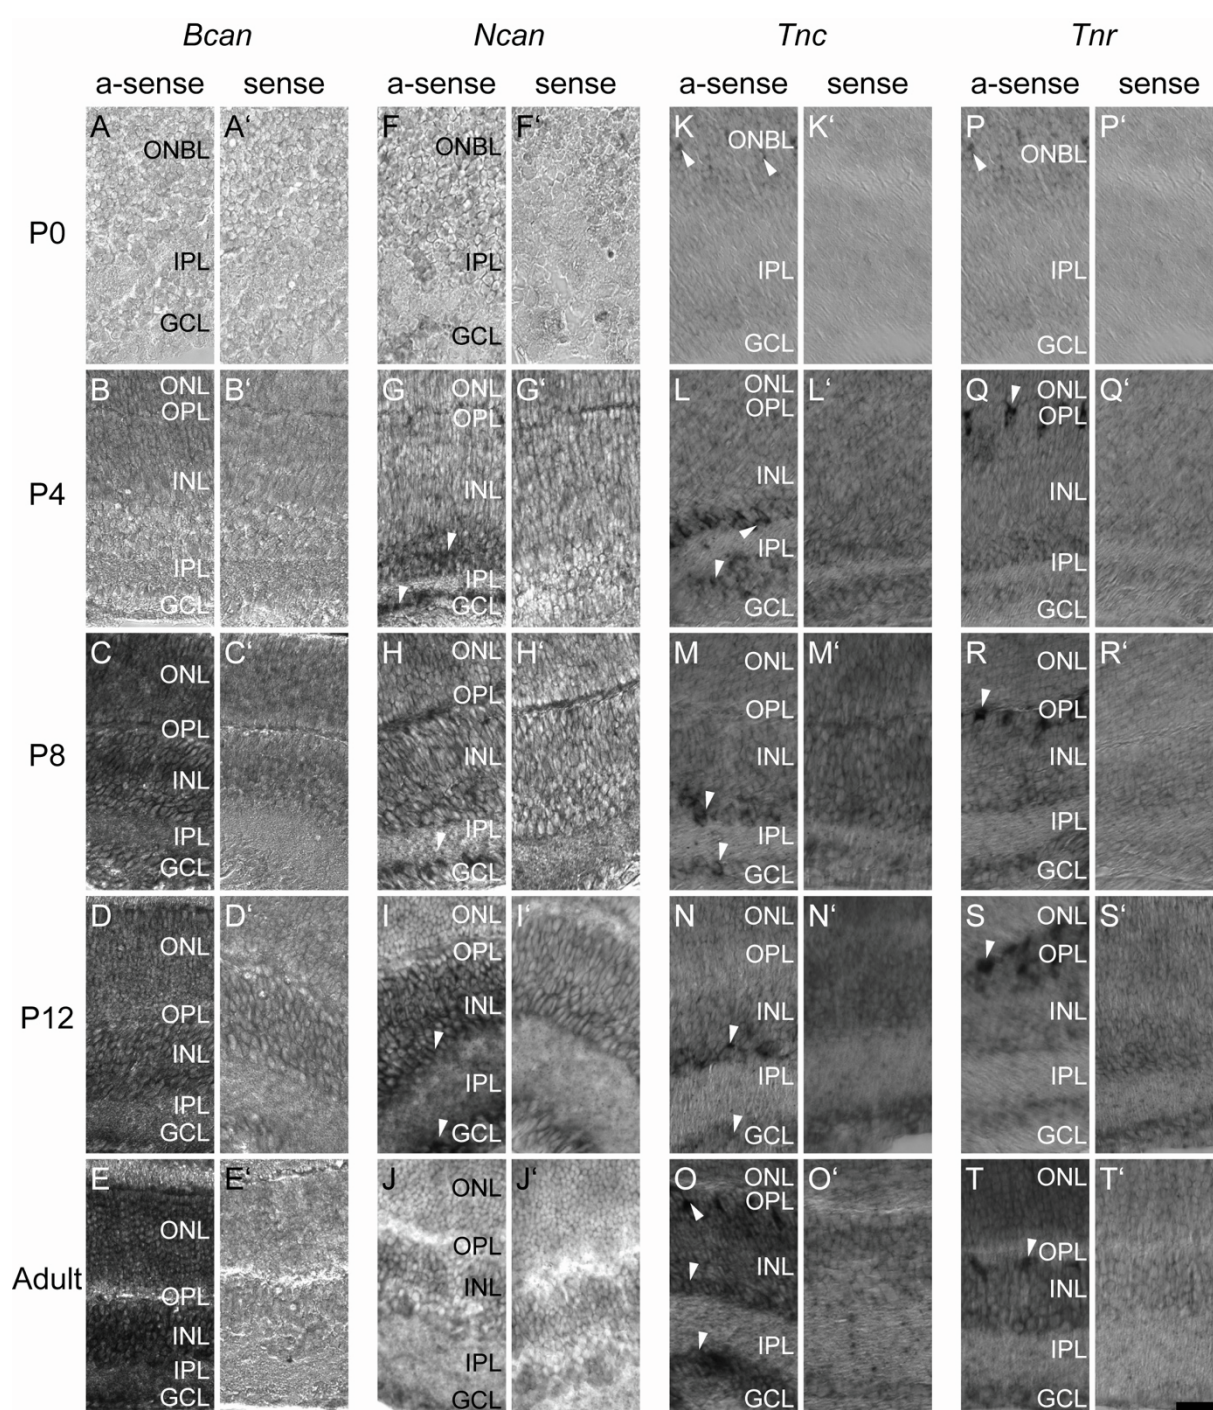

**Figure S1. *In situ* hybridization revealing the spatiotemporal expression pattern of *Bcan*, *Ncan*, *Tnc*, and *Tnr* in the postnatal and adult mouse retina, related to Figure 1.**

Differential mRNA expression pattern of *Bcan* (A-E, anti-sense; A'-E', sense), *Ncan* (F-J, anti-sense; F'-J', sense), *Tnc* (K-O, anti-sense; K'-O', sense), and *Tnr* (P-T, anti-sense; P'-T', sense) in the postnatal (P0, P4, P8 and P12) and adult retina. White

arrows mark prominent signals. Scale bar: 20  $\mu$ m. *Bcan* = *brevican*, GCL = ganglion cell layer, INL = inner nuclear layer, IPL = inner plexiform layer, *Ncan* = *neurocan*, ONBL = outer neuroblastic layer, ONL = outer nuclear layer, OPL = outer plexiform layer, P = postnatal, *Tnc* = *tenascin-C*, *Tnr* = *tenascin-R*.

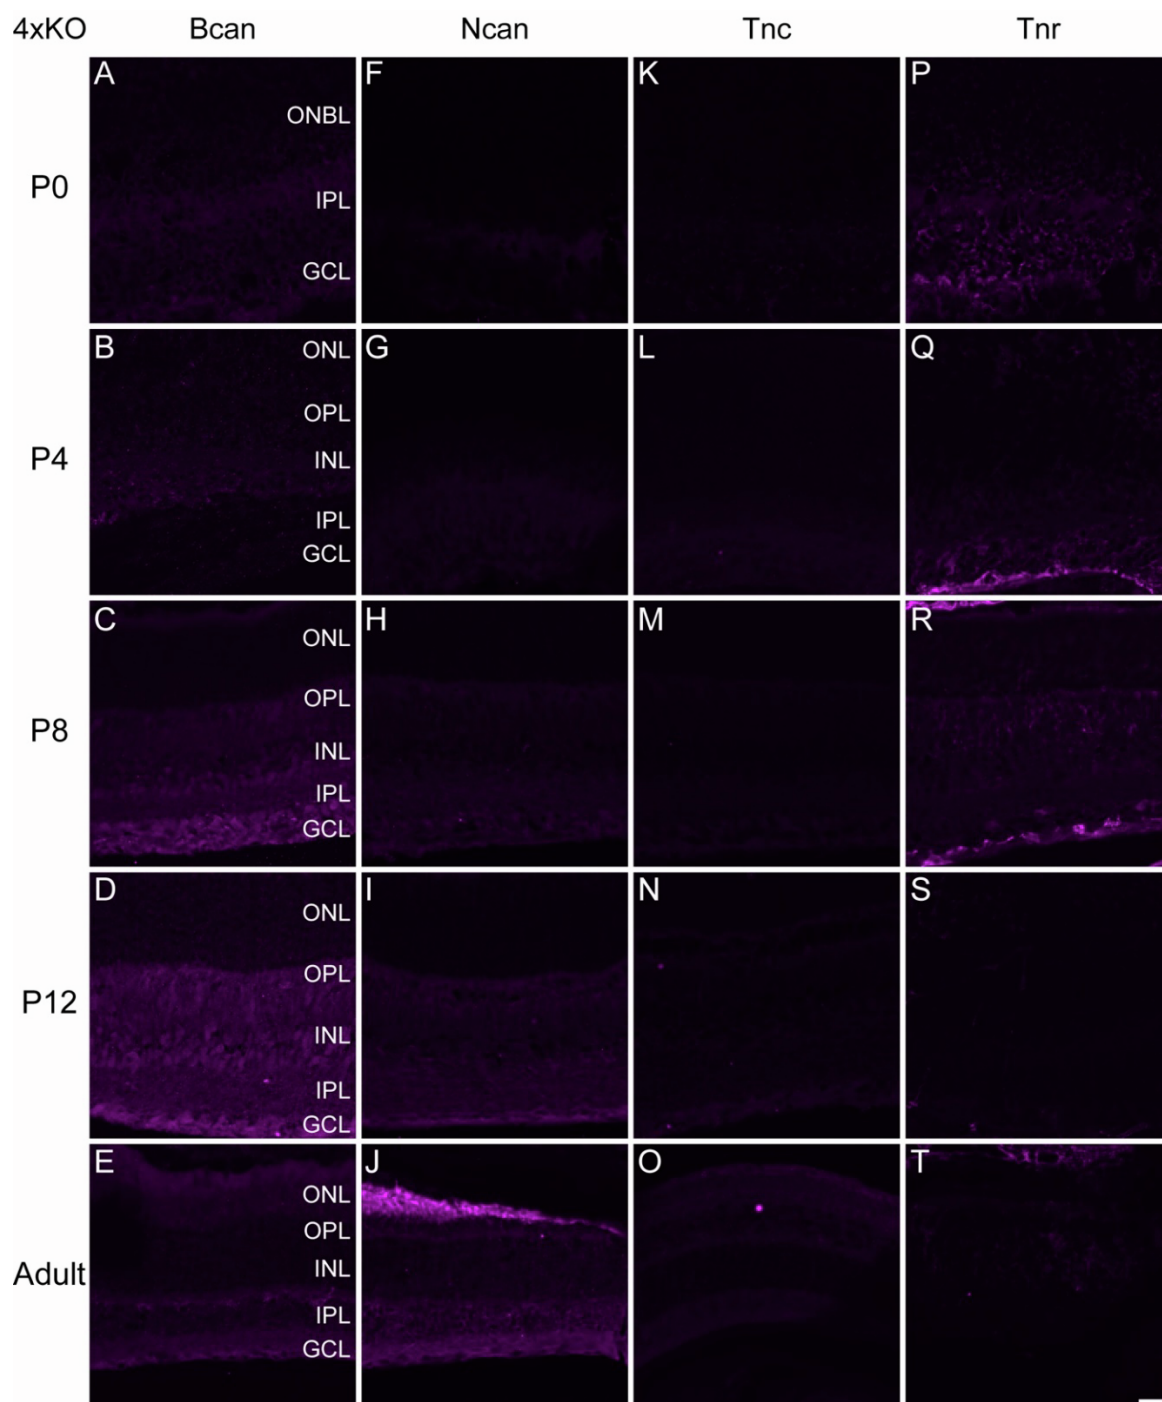

**Figure S2. Control staining of Bcan, Ncan, Tnc and Tnr in the postnatal and adult quadruple KO retina, related to Figure 1.**

Immunohistochemical staining of Bcan (A-E), Ncan (F-J), Tnc (K-O), and Tnr (P-T) in the postnatal (P0, P4, P8, and P12) and adult quadruple KO retina. The control staining

revealed only faint, if any, background staining in the retina lacking the four molecules. Scale bar: 20  $\mu$ m. 4xKO = quadruple knockout, Bcan = brevican, GCL = ganglion cell layer, INL = inner nuclear layer, IPL = inner plexiform layer, Ncan = neurocan, ONBL = outer neuroblastic layer, ONL = outer nuclear layer, OPL = outer plexiform layer, P = postnatal, Tnc = tenascin-C, Tnr = tenascin-R.

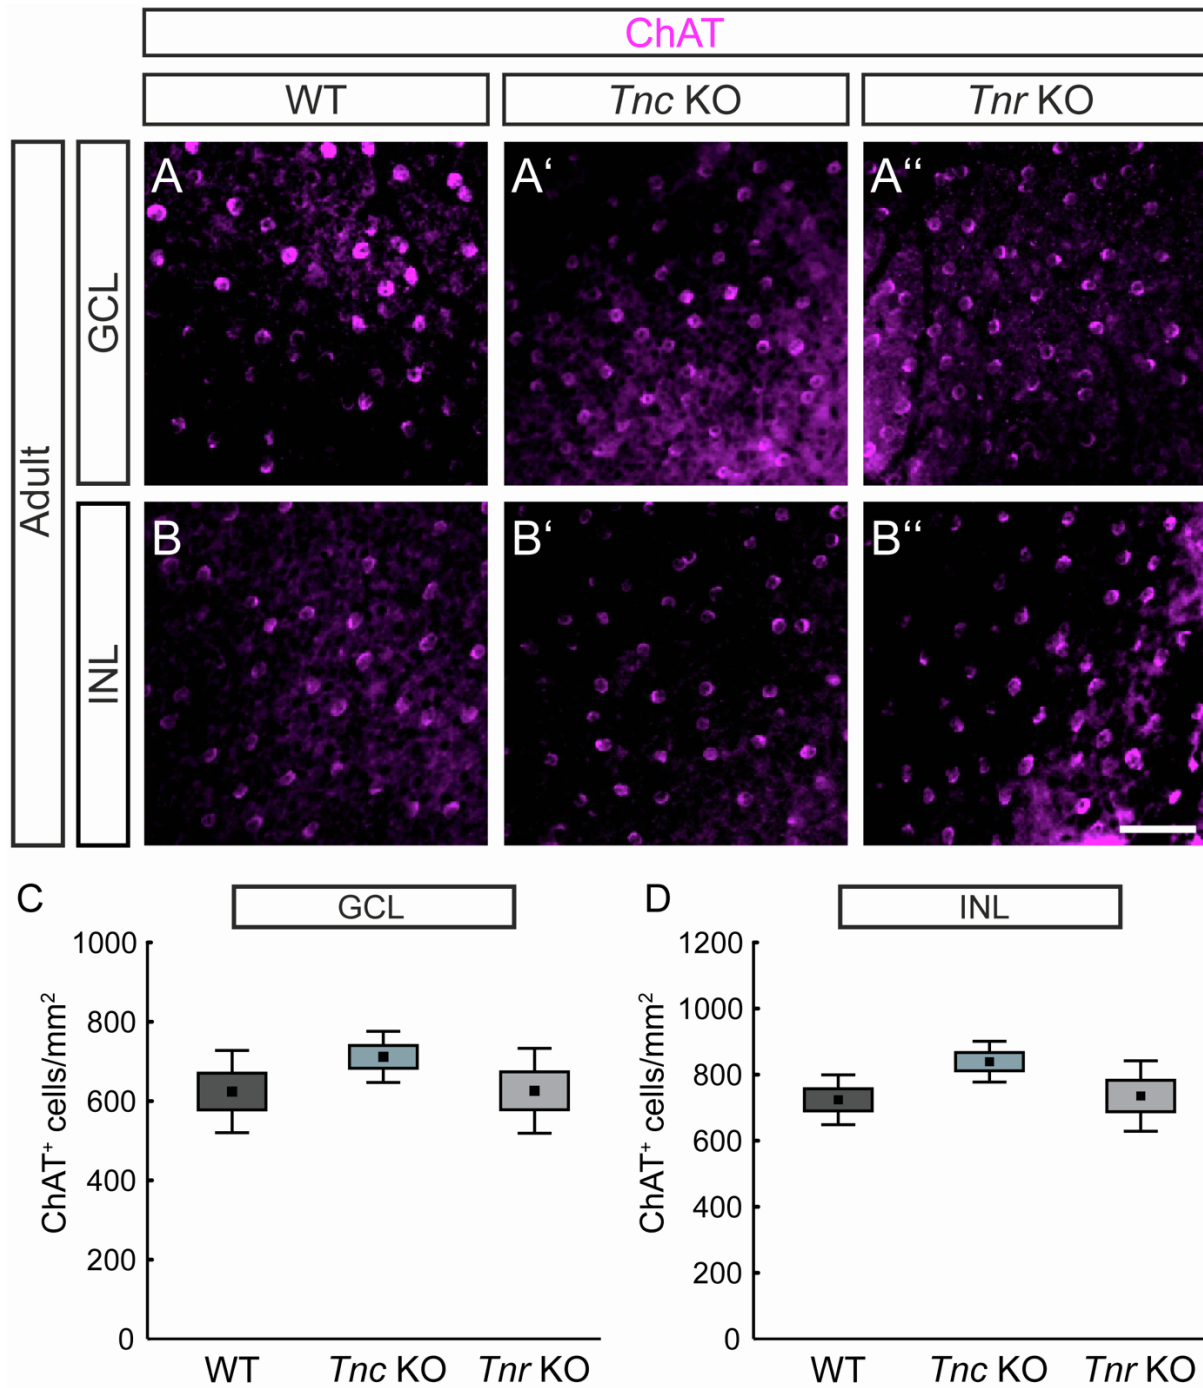

**Figure S3. Staining of ChAT<sup>+</sup> SACs in the *Tnc* KO and *Tnr* KO retina, related to Figure 4.**

(A, B) Immunohistochemical staining of ChAT<sup>+</sup> cells (magenta) in the adult *Tnc* and *Tnr* single KO retina. (C, D) Quantification revealed a similar number of ChAT<sup>+</sup> SACs in the single KOs compared to WT mice. Scale bar: 50  $\mu$ m. N = 5-7. GCL = ganglion cell layer, INL = inner nuclear layer, *Tnc* KO = *tenascin-C* knockout, *Tnr* KO = *tenascin-R* knockout, WT = wildtype. Data are shown as mean  $\pm$  SEM  $\pm$  SD.

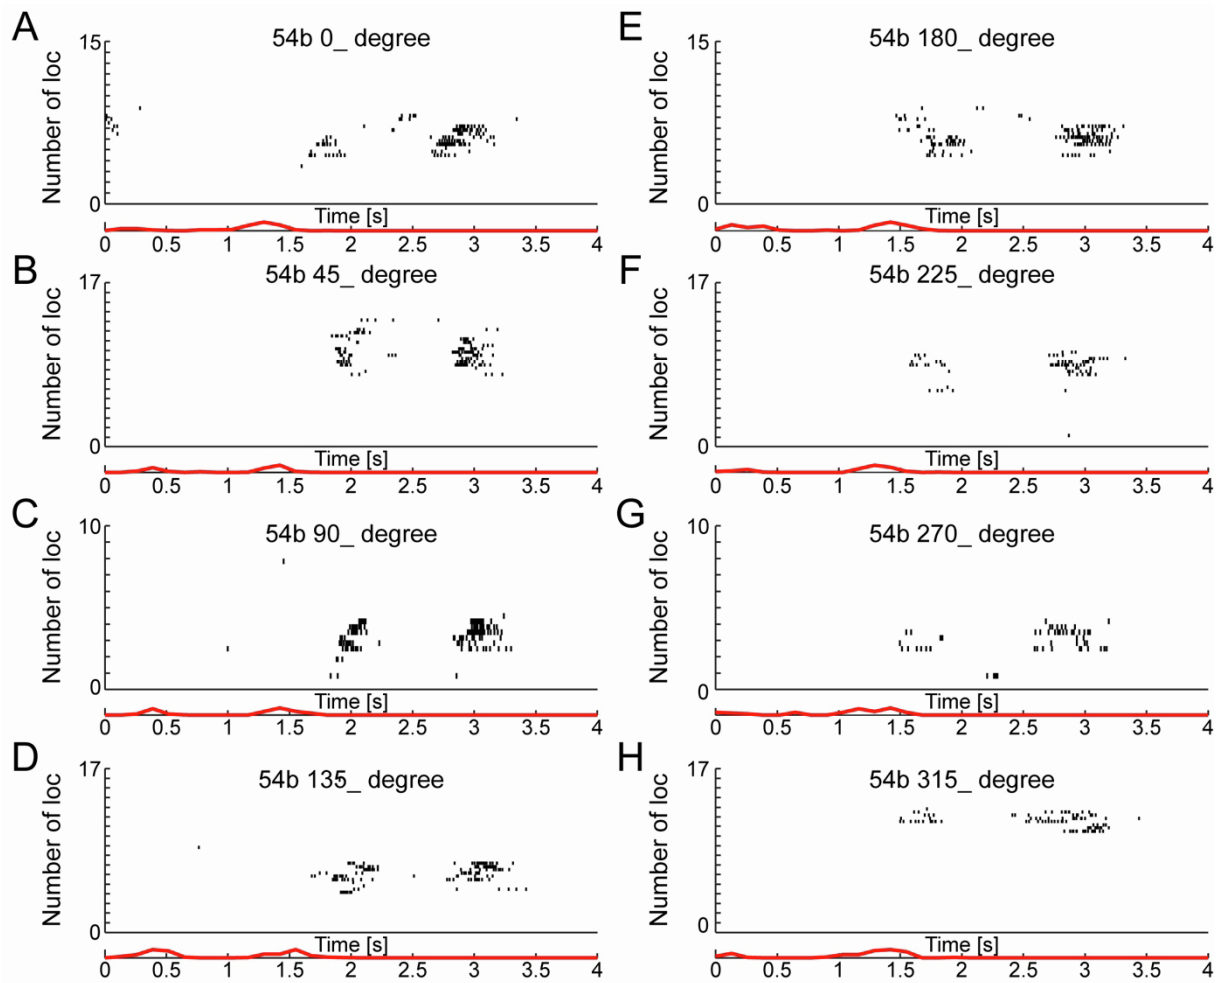

**Figure S4. Responses of an individual DSGC, related to Figure 5.**

(A-H) The diagrams depict the action potentials of an individual DSGC over time (s; 0°-315°). s = second.

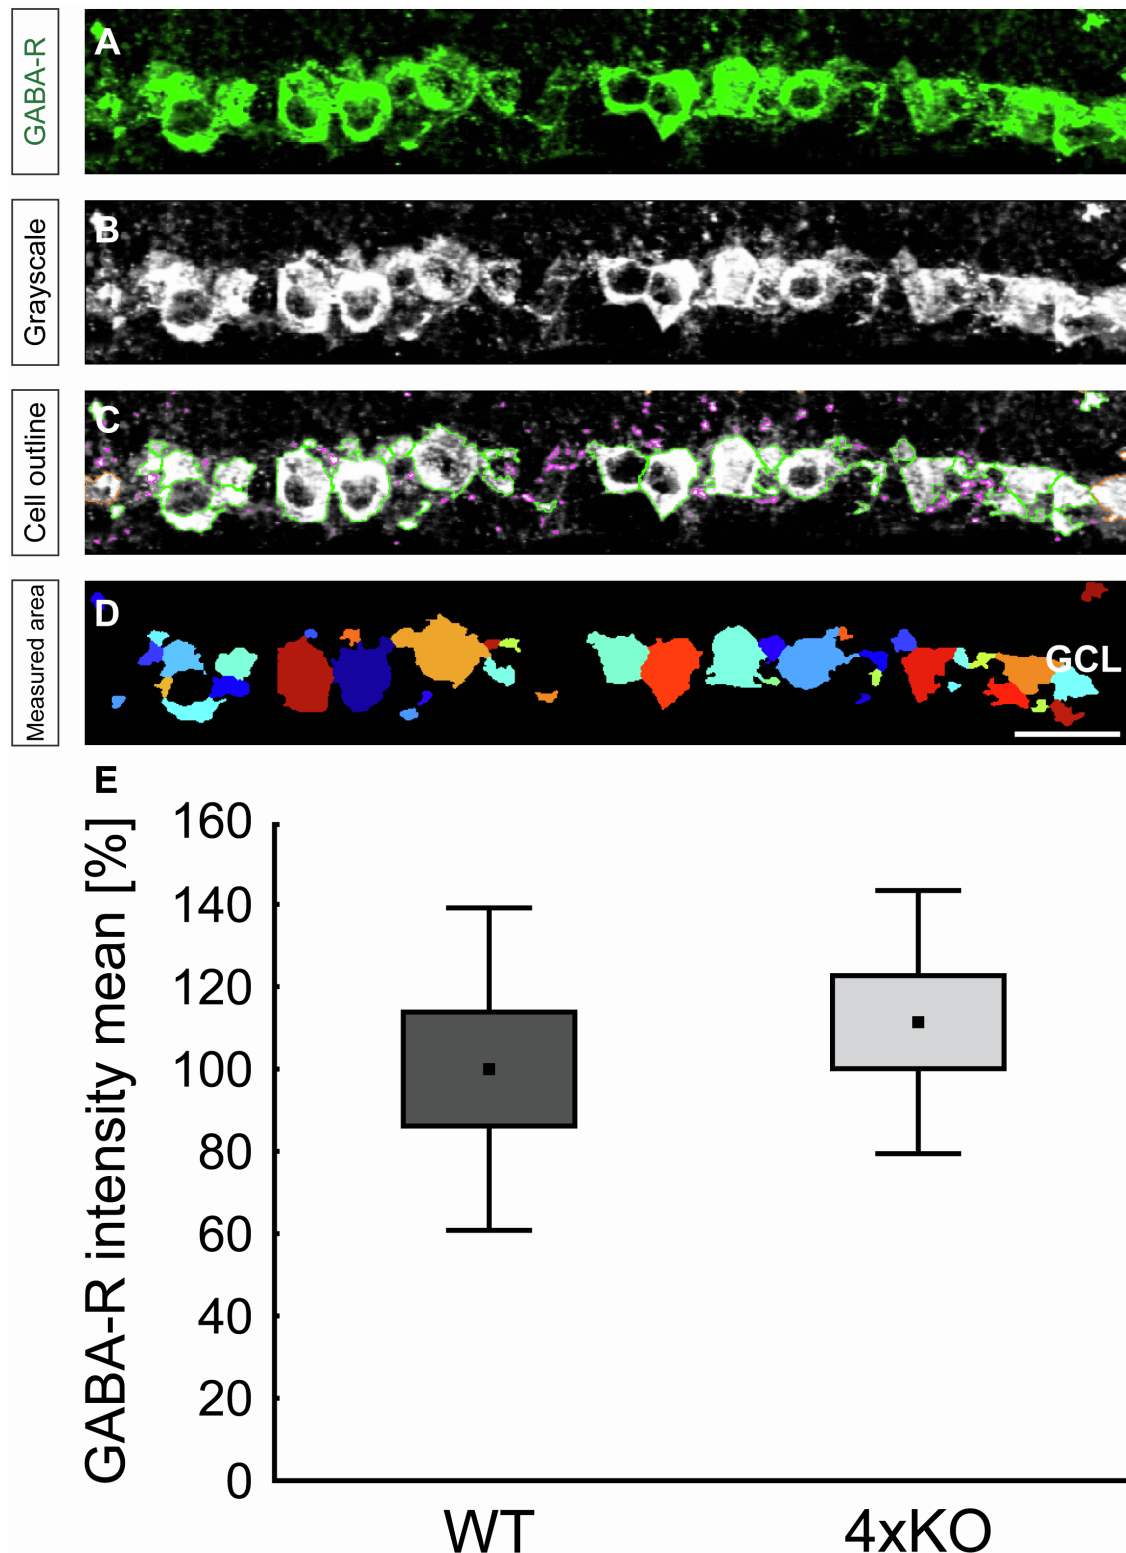

**Figure S5. Mean intensity of GABA<sub>A</sub> receptor  $\alpha 2^+$  cells, related to Figure 6.**

(A-D) Exemplary staining and processing of GABA-R<sup>+</sup> cells in the adult retina. (E) Quantification revealed a similar mean GABA-R signal intensity in 4xKO compared to WT mice. Scale bars = 25  $\mu$ m. N = 5. 4xKO = quadruple knockout, GABA-R =  $\gamma$ -aminobutyric acid A receptor  $\alpha 2$ , GCL = ganglion cell layer, WT = wildtype. Data are shown as mean  $\pm$  SEM  $\pm$  SD. WT were set to 100%.

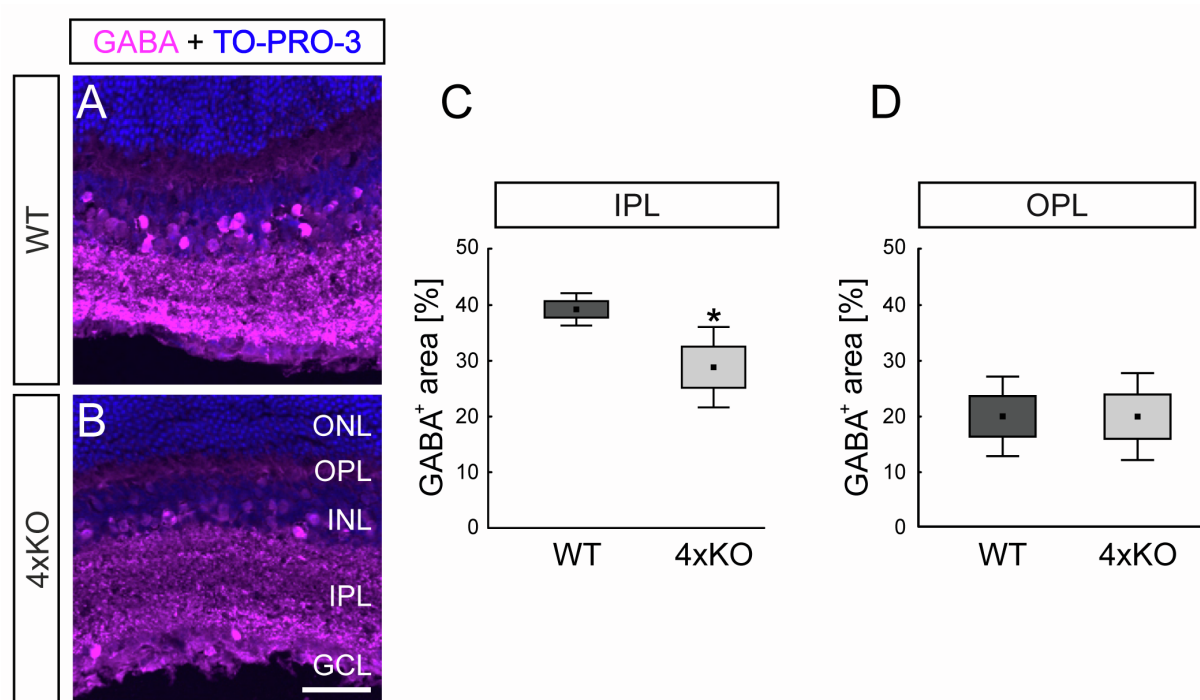

**Figure S6. GABA staining in the WT and quadruple KO retina, related to Figure 6.**

(A, B) Exemplary images of retinal sections of WT and quadruple KO mice, which were stained with anti-GABA (magenta). Cell nuclei were stained with TO-PRO-3 (blue). (C, D) Quantification revealed a significantly reduced GABA staining area in the IPL, while a comparable GABA staining was noted in the OPL. Scale bar = 50  $\mu$ m. N = 5. \* =  $p < 0.05$ . 4xKO = quadruple knockout, GABA =  $\gamma$ -aminobutyric acid, GCL = ganglion cell layer, INL = inner nuclear layer, IPL = inner plexiform layer, ONL = outer nuclear layer, OPL = outer plexiform layer, WT = wildtype. Data are shown as mean  $\pm$  SEM  $\pm$  SD.

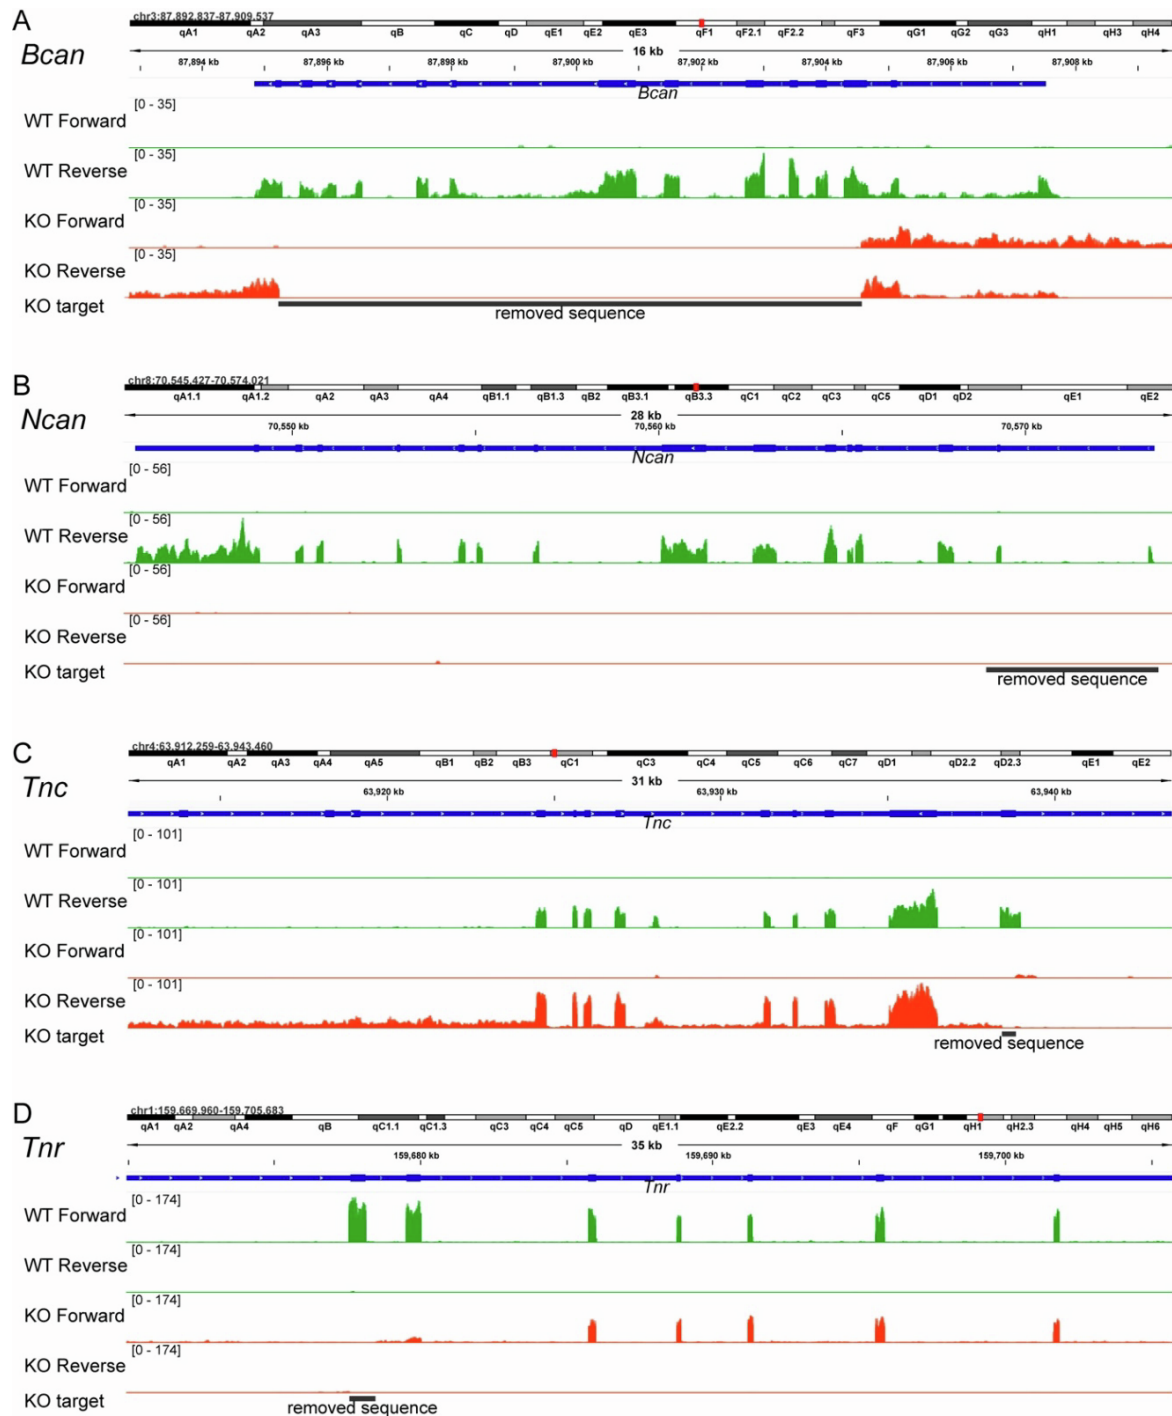

**Figure S7. Results of the Integrative Genomics Viewer (IGV) for the *Bcan*, *Ncan*, *Tnc*, and *Tnr* alleles, related to STAR Methods.**

(A) The *Bcan* WT sequence is lost between position 87,895,223 and 87,904,572, according to GRCm39 (NC\_000069.7). 

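The lost Bcan interval spans 9350 bp of chromosome 3, within the gene on the minus strand from 87894835 to 87910177. In the transcript Bcan-201, which has 14 exons, it touches exons 3 to 14 and removes 2426 of 2649 coding bases (91.6%). On the plus strand of the reference the interval begins with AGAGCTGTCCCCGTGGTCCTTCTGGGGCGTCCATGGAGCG and ends with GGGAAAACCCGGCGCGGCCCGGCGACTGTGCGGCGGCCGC.

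**Figure D5:**
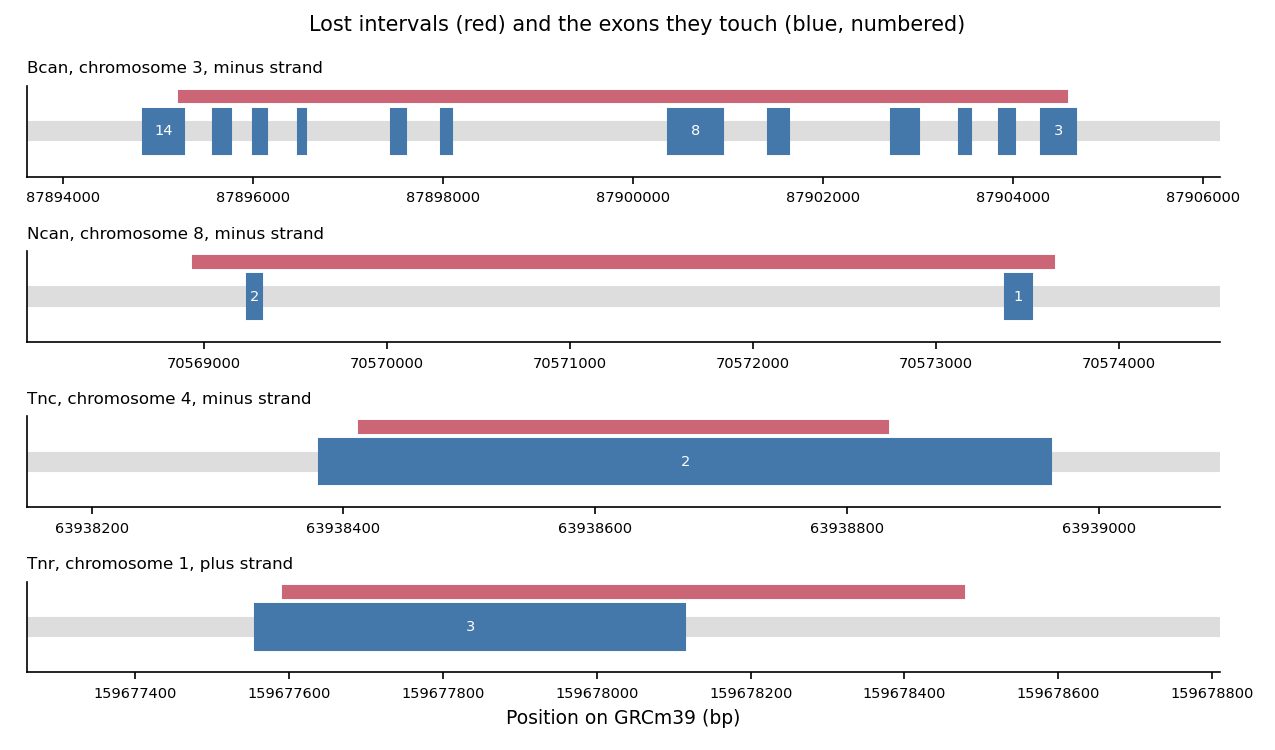
Lost intervals (red bars) and the exons they touch (blue boxes, numbered for some exons of Bcan) on the reference sequence (gray band) of GRCm39 in bp, for Bcan, Ncan, Tnc and Tnr, each panel at its own scale. The Bcan interval covers most of the gene's exons, while the Tnc interval lies within exon 2.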

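The Ncan gene lies on the minus strand of chromosome 8 from 70538926 to 70573523. Its lost interval spans 4704 bp and reaches beyond the start of the transcript Ncan-201, so that exons 1 and 2 of 15 are removed. The first coding exon is exon 2, and 73 of 3804 coding bases (1.92%) are lost. On the plus strand of the reference the interval begins with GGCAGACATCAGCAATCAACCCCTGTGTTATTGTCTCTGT and ends with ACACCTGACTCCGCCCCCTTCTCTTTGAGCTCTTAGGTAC.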

(B) The *Ncan* WT sequence is lost between position 70,568,941 and 70,573,644, according to GRCm39 (NC\_000074.7). (C) The *Tnc* WT sequence is lost between position 63,938,412 and 63,938,833, according to GRCm39 (NC\_000070.7). 

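The lost Tnc interval is 422 bp long and lies within exon 2 of the 26 exons of the transcript Tnc-204, an exon that runs from 63938381 to 63938962 on the minus strand of chromosome 4. It holds 422 of 6057 coding bases (6.97%), and exon 2 is the first coding exon. The interval begins with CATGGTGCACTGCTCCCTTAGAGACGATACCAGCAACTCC on the plus strand and ends with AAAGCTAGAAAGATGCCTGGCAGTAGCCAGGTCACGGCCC.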

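The Tnr gene lies on the plus strand of chromosome 1 from 159351339 to 159759299. The lost interval of 886 bp begins within exon 3 of 23 in the transcript Tnr-202, the first coding exon, and ends in the following intron. It removes 499 of 4074 coding bases (12.2%). The interval begins with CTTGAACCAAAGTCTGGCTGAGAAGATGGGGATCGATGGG and ends with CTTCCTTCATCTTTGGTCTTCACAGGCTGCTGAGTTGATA.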

(D) The *Tnr* WT sequence is lost between position 159,677,592 and 159,678,477, according to GRCm39 (NC\_000067.7). (A-D) The WT is shown in green, while the KO is shown in red. KO = knockout, WT = wildtype.

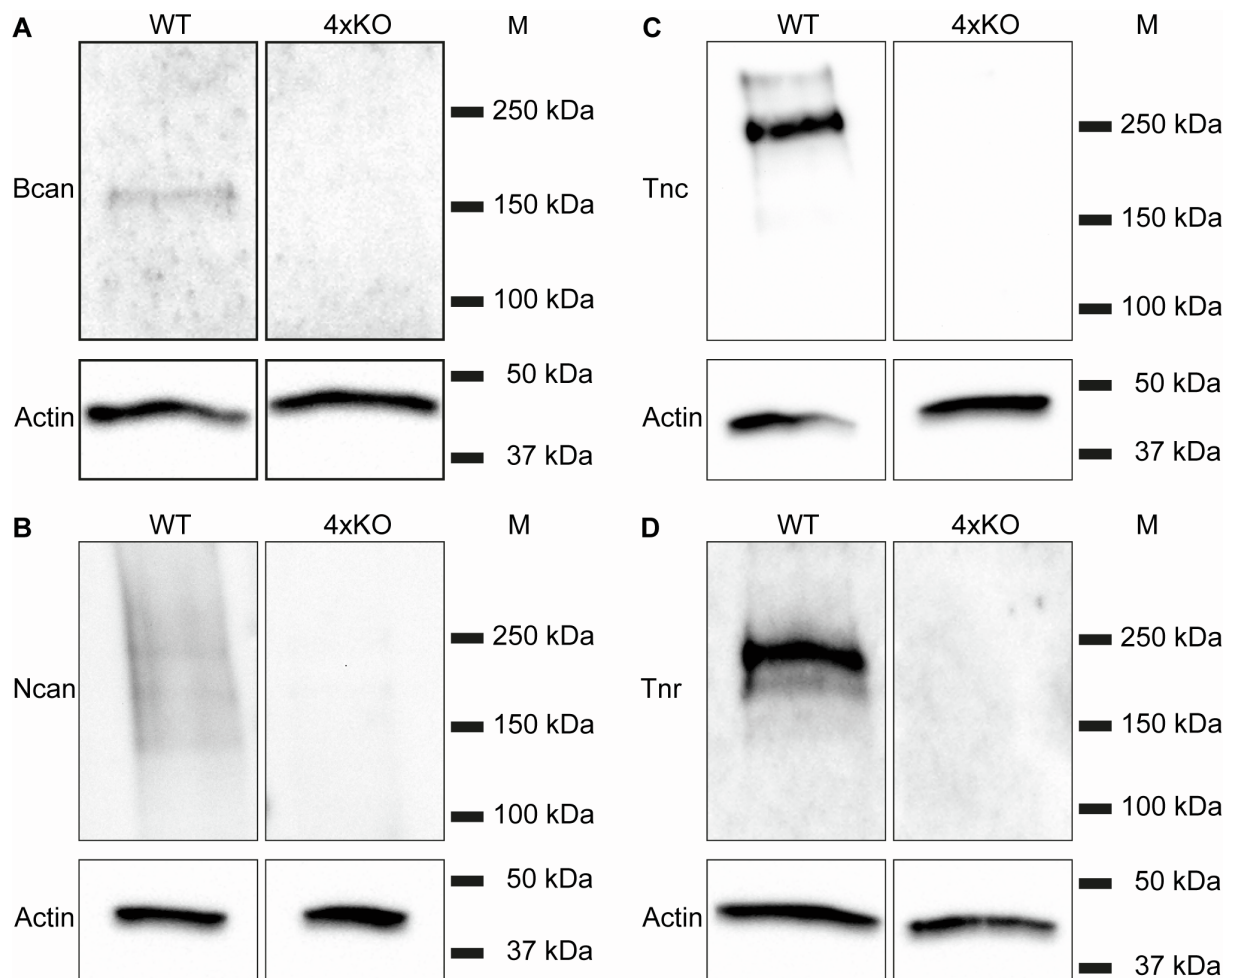

**Figure S8. Western blot analyses revealed the absence of the Bcan, Ncan, Tnc, and Tnr proteins in the 4xKO retina, related to STAR Methods.**

(A) In the WT retina, the anti-Bcan antibody detected the Bcan protein at ~140 kDa. (B) The anti-Ncan antibody detected Ncan at ~200 kDa. (C) The anti-Tnc antibody detected two bands at ~250 and >250 kDa. (D) The anti-Tnr antibody detected two bands at ~160 and ~180 kDa. Proteins were purified from P12 WT and 4xKO retinæ. Bcan, Ncan, Tnc, and Tnr proteins were not specifically observed in the 4xKO condition, showing the loss of the four proteins in the KO as well as the specificity of the antibodies used. Protein loading of retinal lysates was verified by the detection of the protein actin at ~37 kDa. For molecular weight estimation, marker lanes were digitally transferred to the images. 4xKO = quadruple knockout, Bcan = brevican, kDa = kilodalton, M = marker, Ncan = neurocan, Tnc = tenascin-C, Tnr = tenascin-R, WT = wildtype.

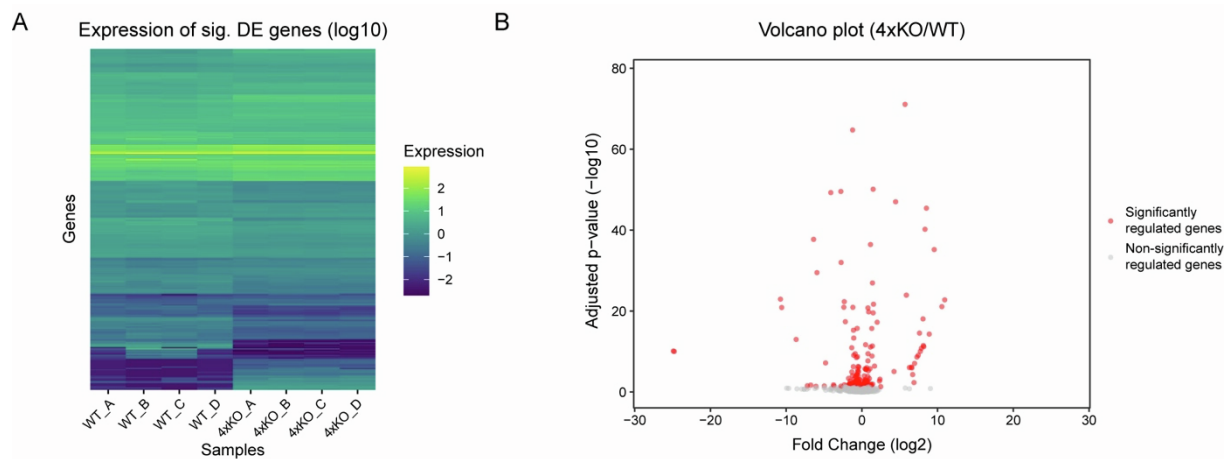

**Figure S9. NGS analyses identified 263 genes significantly altered in the quadruple KO compared to the WT retina, related to Figure 7.**

(A) The heatmap illustrates the significant differentially 263 expressed genes (log10) in the WT and KO samples. N = 4. The expression levels of these genes are indicated by the color range from dark blue to yellow. 4xKO = quadruple knockout; WT = wildtype. (B) Additionally, a volcano plot shows significantly up- and downregulated genes (red dots) as well as non-significantly regulated genes (grey) according to their adjusted p-value (-log10) and fold change (log2). 4xKO = quadruple knockout, WT = wildtype.

**Table S1. A- and b-wave amplitudes recorded from adult quadruple KO and WT mice *via* ERG analyses, related to Figure 2.**

Light flash intensity, amplitude mean, SEM, genotypes and the p-value are indicated. P-values < 0.05 are shown in bold. 4xKO = quadruple knockout, cd \* s/m<sup>2</sup> = candela x seconds per meter square, WT = wildtype.

| Light flash intensity<br>[cd * s/m²] | 0.1     |       | 0.3     |       | 1       |       | 3       |       | 10      |       | 25      |       |
|--------------------------------------|---------|-------|---------|-------|---------|-------|---------|-------|---------|-------|---------|-------|
| Amplitude<br>[μV]                    | Mean    | SEM   | Mean    | SEM   | Mean    | SEM   | Mean    | SEM   | Mean    | SEM   | Mean    | SEM   |
| A-wave                               |         |       |         |       |         |       |         |       |         |       |         |       |
| WT                                   | 75.87   | 6.41  | 133.04  | 7.00  | 155.64  | 8.00  | 162.14  | 10.25 | 186.08  | 10.25 | 202.57  | 9.75  |
| 4xKO                                 | 59.36   | 3.88  | 107.09  | 5.82  | 129.61  | 6.78  | 144.28  | 5.47  | 156.36  | 8.73  | 184.60  | 11.03 |
| P-value                              | 0.035   |       | 0.007   |       | 0.018   |       | 0.035   |       | 0.035   |       | 0.232   |       |
| B-wave                               |         |       |         |       |         |       |         |       |         |       |         |       |
| WT                                   | 483.34  | 19.64 | 552.33  | 26.26 | 560.28  | 25.80 | 517.33  | 21.68 | 618.24  | 29.80 | 628.26  | 29.11 |
| 4xKO                                 | 341.19  | 17.95 | 404.38  | 17.50 | 425.27  | 19.20 | 408.29  | 18.03 | 464.41  | 19.81 | 487.53  | 16.91 |
| P-value                              | < 0.001 |       | < 0.001 |       | < 0.001 |       | < 0.001 |       | < 0.001 |       | < 0.001 |       |
| Implicit time [ms]                   | Mean    | SEM   | Mean    | SEM   | Mean    | SEM   | Mean    | SEM   | Mean    | SEM   | Mean    | SEM   |
| A-wave                               |         |       |         |       |         |       |         |       |         |       |         |       |
| WT                                   | 24.15   | 1.14  | 23.13   | 0.33  | 20.60   | 0.29  | 14.59   | 0.35  | 13.51   | 0.66  | 10.71   | 0.13  |
| 4xKO                                 | 23.63   | 0.51  | 21.98   | 0.45  | 19.16   | 0.38  | 13.34   | 0.21  | 12.84   | 0.48  | 10.68   | 0.18  |
| P-value                              | 0.678   |       | 0.051   |       | 0.005   |       | 0.004   |       | 0.418   |       | 0.866   |       |
| B-wave                               |         |       |         |       |         |       |         |       |         |       |         |       |
| WT                                   | 64.80   | 1.39  | 62.91   | 1.35  | 64.31   | 1.51  | 69.62   | 1.58  | 64.79   | 1.30  | 63.53   | 2.06  |
| 4xKO                                 | 62.63   | 1.16  | 62.15   | 1.53  | 62.91   | 1.18  | 71.11   | 1.64  | 62.99   | 1.32  | 62.99   | 1.70  |
| P-value                              | 0.238   |       | 0.714   |       | 0.469   |       | 0.516   |       | 0.341   |       | 0.840   |       |

**Table S3. Primers for genotyping by PCR, related to STAR Methods.**

The primer sequence, amplicon size and reference are listed. bp = base pairs, For = forward, Rev = reverse, neo = neomycin.

| Primer               | Sequence 5' → 3'      | Amplicon Size (bp)                  | Reference |
|----------------------|-----------------------|-------------------------------------|-----------|
| 3`neo*               | GATTCGCAGCGCATCGCCTT  | WT: ** & *** 222<br>KO: * & *** 636 | This work |
| <i>Bcan</i> ForWT**  | TATTAAGGAGGAGCGCCGTG  |                                     |           |
| <i>Bcan</i> Rev***   | TCACCCCCTATCATGGGGAA  |                                     |           |
| <i>Ncan</i> ForWT    | TCTTGGGGATGCCACGATTC  | WT: 331                             | This work |
| <i>Ncan</i> RevWT    | GGGAAACTCCACTGCTGGTTA |                                     |           |
| <i>Ncan</i> ForKO    | GAATCCCCACTCTGCCCTTT  | KO: 1,115                           |           |
| <i>Ncan</i> RevKO    | ACCTGAGTCAGAGGTAGGGG  |                                     |           |
| <i>Tnc</i> For*      | CTGCCAGGCATCTTTCTAGC  | WT: * & *** 435<br>KO: ** & *** 342 | [1]       |
| <i>Tnc</i> neo For** | CTGCTCTTTACTGAAGGCTC  |                                     |           |
| <i>Tnc</i> Rev***    | TTCTGCAGGTTGGAGGCAAC  |                                     |           |
| <i>Tnr</i> For*      | AACTCCATGCTGGCTACCAC  | WT: * & *** 420<br>KO: * & ** 429   | [2]       |
| <i>Tnr</i> neo Rev** | ACCGCTTCCTCGTGCTT     |                                     |           |
| <i>Tnr</i> Rev***    | TTTTGGGGAGGTTGATCTTG  |                                     |           |

**Table S4. Primers for RT-PCR and the generation of *in situ* riboprobes, related to STAR Methods and Figure S1.**

The primer sequence, amplicon size, GenBank accession number, and reference are listed. bp = base pairs, ISH = *in situ* hybridization.

| Primer                   | Sequence 5' → 3'                   | Amplicon size (bp) | GenBank accession number; reference |
|--------------------------|------------------------------------|--------------------|-------------------------------------|
| <i>Bcan</i> _ISH_forward | TCAAGTGGACCTTCCTGTCC               | 1,093              | NM_007529; this work                |
| <i>Bcan</i> _ISH_reverse | GACTCGGTAGGTGGTGCAAT               |                    |                                     |
| <i>Ncan</i> _ISH_forward | TGCCACGCTCTACACTTGTC               | 1,062              | NM_007789; this work                |
| <i>Ncan</i> _ISH_reverse | GGCTGCATAAGCAGTCATCA               |                    |                                     |
| <i>Tnc</i> _ISH_foward   | CCATGGGTTCTCCGAAGGAAA              | 1,211              | NM_011607; [2]                      |
| <i>Tnc</i> _ISH_reverse  | GGATACAGTGGAACAGCAGGT<br>GACGTCACC |                    |                                     |
| <i>Tnr</i> _ISH_foward   | GATAGCCCCATGGAT                    | 1,215              | NM_022312; [2]                      |
| <i>Tnr</i> _ISH_reverse  | GAATTTCAAGG                        |                    |                                     |

## SUPPLEMENTAL REFERENCES

[1] Talts, J.F., Wirl, G., Dictor, M., Muller, W.J., Fassler, R. (1999). Tenascin-C modulates tumor stroma and monocyte/macrophage recruitment but not tumor growth or metastasis in a mouse strain with spontaneous mammary cancer. *J. Cell Sci.* 112, 1855-1864.

[2] Czopka, T., Von Holst, A., Schmidt, G., Ffrench-Constant, C., and Faissner, A. (2009). Tenascin C and tenascin R similarly prevent the formation of myelin membranes in a RhoA-dependent manner, but antagonistically regulate the expression of myelin basic protein via a separate pathway. *Glia* 57, 1790-1801.

How the deposited data were processed for this re-analysis (not part of the article)

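Retinae of adult WT mice and of mice with a knockout of Bcan, Ncan, Tnc and Tnr were sequenced as total RNA, with 4 libraries per genotype named A to D. The authors trimmed the reads with Trim Galore, aligned them with STAR to GRCm39, estimated gene counts with Salmon, and compared the genotypes with DESeq2. The authors deposited one table with normalized counts per library, which are estimated counts divided by the normalization factors of DESeq2. It also holds the mean normalized count, the log2 fold change of the quadruple KO against WT with its standard error, the p-value and the adjusted p-value, all from the authors' fit. The mean of the 8 columns equals the mean that the authors deposited. The authors' fold changes and p-values were used only to compare calls. Gene positions, exonic lengths and GC content came from a GENCODE annotation of GRCm39.

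The libraries were mapped to the genotypes by the names of the deposited columns and samples. The letters A to D recur in both genotypes, and the paper's text does not say that a letter marks a shared animal, litter or day, so the letters were not used as a block. The sex of the mice in each library and any batch of preparation or sequencing are not named in the paper's text. The value of 1 read in each library was estimated from the spacing of the low normalized counts, and the sum of the normalized counts divided by this value gave the estimated depth. At most 68.2% of the low values lay on whole steps of this size, which is why the depth is an estimate and whole reads were not recovered. The limit of 3 reads for a value of 0, and each fold change given as a lower bound from it, cover counting error only.

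Normalized counts were put on the log2 scale with a pseudocount of 1, and genes with a mean of at least 10 over the 8 libraries were tested with limma version 3.58.1 in R 4.3.3 (lmFit and eBayes with a trend on the mean), without covariates. The p-values were adjusted by the Benjamini-Hochberg method over the 17636 genes tested, and a gene was called at an adjusted p under 0.05. The design had named a count model for raw counts and this test for normalized counts, and the latter applied. For single genes, two-sided exact permutation tests of the difference in mean log2(normalized count + 1) were added, for which 0.0286 is the smallest p with 4 libraries per group. Position and expression summaries were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots with matplotlib 3.10.9. Called genes with another called gene within 1 Mb were counted and compared with 10000 random sets matched on mean expression in 20 bins. Genes within 10 Mb of a targeted gene were compared with all others by Fisher's exact test.

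The test, the alternatives not described as chosen after the data were seen, the gene lists and the rule for the genes named in the text were chosen before the data were examined. The rule names each gene of the paper's results on gene expression, of which some are not reported here and enter no count of a list, the 5 genes with the largest fall and the 5 with the largest rise among called genes whose genotypes do not overlap, and the markers of starburst amacrine cells and of inhibitory and excitatory synapses. Nes, Vwf and the genes of the group on chromosome 2 other than those with the largest rises were named after their values were seen. Lists of markers for 15 cell types or structures were tested with camera in limma at an inter-gene correlation of 0.01, and again with fry and with an estimated correlation. The lists were starburst amacrine cells, GABAergic and glycinergic amacrine cells, inhibitory and excitatory synapse, retinal ganglion cells, rod bipolar cells, rods, cones, horizontal cells, Mueller glia, retinal pigment epithelium, endothelial cells, lens, oligodendrocytes, microglia, and fibroblasts and sclera.

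The steps were tested on simulated data. Values were simulated for the 17636 genes from the means of the libraries, with 200 genes changed by known fold changes. With the spread of all 8 libraries, 160 of the 200 genes were recovered (80.0%) with 13 false calls, and with the spread of the 4 quadruple KO libraries 179 were recovered (89.5%) with 8 false calls. Of 20 simulated lists, the 10 that had been raised were found and no other. These results hold only for the simulated spread and the simulated fold changes. They do not give the recovery for changes of the size seen in most genes the paper names. Nor do they cover the difference that WT B and WT C share against the other libraries.

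The alternatives were quantile normalization, rescaling by median ratios, no filter on low values, a minimum mean of 100, pseudocounts of 10 and 0.1, eBayes without trend and with a robust prior, array weights, the letter as a replicate block, the first principal component of the residuals as a covariate, an adjusted p under 0.01, a minimum absolute log2 fold change of 1, and each library left out in turn. After the data were seen, a correction for GC content, a comparison with WT A and WT D as the only WT libraries, a covariate from the mitochondrially encoded mRNAs and the grouping of called genes without the largest group were added. A repeat of the DESeq2 analysis was not run because whole counts were not recovered. Xist was not analysed here, and a fit with Xist as a covariate was therefore not run.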

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

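The tests on the genes of chromosome 2 and on the grouping of called genes were chosen only after these results were seen.

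Of 148 groups of 4 libraries checked among the genes named in the text, 14 held one library that lay far from the other 3, where chance gives 7.4. In the quadruple KO, KO A was the far library for Adamtsl5 (377 normalized counts), Itgb4 (36.0), Spg11 (1285) and Slc5a8 (0.854). KO B was the far library for Lamb2 (777), KO C for Btbd9 (3365) and KO D for Gm14325 (656). In WT, the far library was WT B for Lama1 (695) and Glp1r (287), WT C for Bnip3 (5033), Gm10503 (310) and Dlg4 (17885), WT D for Kctd16 (547) and WT A for Gm14325 (1.99). Without its far library none of these genes changed its direction or its side of the threshold. The log2 fold change moved to -1.49 for Itgb4 without KO A, to -0.75 for Adamtsl5 without KO A and to -0.26 for Lama1 without WT B.

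Over all genes tested, 4.33% of the groups of 4 libraries held such a library, and about 1 in 20 is what chance gives, so the distances are in line with chance. The named genes share the same libraries and were in part chosen for their differences, so their 14 cases are not independent. An aberrant KO A library was weighed because KO A is the far library for 4 of the named genes. It was the far library in 1.43% of all genes tested, compared with 1.35% for KO D and 1.26% for KO C, which argues against it. No biological explanation was tested for single libraries.

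On chromosome 2, 24 genes between 175163748 and 177700370 were called, all of them higher in the quadruple KO, and the paper's text does not name them. Their log2 fold changes ran from 1.42 to 9.03, and for all 24 the quadruple KO libraries lay above the WT libraries. Of the 33 genes tested in this interval, 30 were higher and 3 lower. Gm14325 was at least 129-fold higher, Gm14326 at least 84.9-fold, Gm14295 at least 65.3-fold and Gm14305 at least 109-fold. The genes resemble each other, so the counts of single members are uncertain. Reads moved between members would leave the sum of the interval level, but the sum rose from 1905 ± 274 normalized counts in WT to 8587 ± 362 in the quadruple KO (SD, n = 4 each), a ratio of 4.51 (two-sided exact permutation test, p = 0.0286). Reads shared between members are therefore not the whole of the difference. Reads from copies that the reference lacks or that differ between strains were not tested.

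The called genes lie near each other beyond this interval. Without the 24 genes, 32 of the other 53 called genes (60.4%) still had another called gene within 1 Mb, where random sets gave a median of 4 genes (one-sided permutation p = 0.0001, the smallest the sets can give). DNA that stayed linked to the targeted alleles during breeding would place the groups near Bcan, Ncan, Tnc or Tnr, but of the 56 grouped genes only 2, Bcan and its neighbor Nes, lay within 20 Mb of a targeted gene. The other 9 of the 10 groups lie away from the targeted loci. A candidate explanation for these 9 groups is DNA of another strain elsewhere in the genome, since the KO lines were bred together and the WT mice are of the strain 129S2/SvPasCrl, but the genotypes of the intervals were not used here and this cannot be told apart from an effect of the lost proteins. An effect of the quadruple KO on these genes stays open. They include Col19a1, Slc17a8, Btbd9 and Glp1r, which the paper names.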

How the results depend on the processing

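The GC correction, the comparison with WT A and WT D alone, the mitochondrial covariate and the grouping without chromosome 2 were chosen only after the result was seen.

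Under quantile normalization, rescaling by median ratios, no filter, both other pseudocounts, eBayes without trend or with a robust prior, and the GC correction, between 72 and 77 genes were called. Of these, the number shared with the 77 genes lay between 66 (eBayes without trend) and 77. Across these alternatives Bcan, Ncan and Tnr remained called and Tnc was not called. A minimum mean of 100 left 12630 genes to test, of which 56 were called. An adjusted p under 0.01 kept 57 genes, and a minimum absolute log2 fold change of 1 kept 58 genes and 2 of the paper's 29 genes reported here by its own construction.

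With array weights, 143 genes were called, 72 lower and 71 higher, so that 50.3% were lower in place of 40.3%. Of these, 127 were shared with Table S2, and 17 of the 29 paper-named genes reported here were called. The low weights of WT B and WT C make this fit rest mostly on the other 6 libraries. With the first principal component of the residuals as a covariate, 5857 genes were called, 2987 lower and 2870 higher, with 261 shared with Table S2 and all 29 paper-named genes. This component follows the difference of WT B and WT C from WT A and WT D. Of the 5857 genes, 97.5% changed against that difference, and for 1951 genes the quadruple KO mean lay between WT A and WT D, so the count is not a count of differences between genotypes.

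The letters A to D do not pair the libraries, since the correlations of same-letter deviations were -0.01 (A), -0.11 (B), 0.10 (C) and 0.05 (D). With the letter as a replicate block, 51 genes were called, 17 lower and 34 higher, all 51 shared with Table S2, and 3 of the paper-named genes.

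Across the 8 fits that each left out one library, the number of called genes ran from 56 (without KO C) to 89 (without WT D), with 21 to 38 lower and 35 to 51 higher. Between 56 and 85 calls were shared with Table S2, 4 to 7 of the paper-named genes were called, the unadjusted p of 3 to 9 of the 9 ECM genes was under 0.05, and 0 to 1 of the marker lists passed. The value of 3 ECM genes was reached without KO C, and that of 4 paper-named genes without KO A and without KO B. Lman1 was not called in 6 of these fits, Kcnn2 in 7 and Btbd9 in 3. Arrdc3 and Lrp2 were called without KO D and Col15a1 without WT A. The log2 fold change of Tnc ran from -0.23 to 0.05, that of Megf10 from -0.04 to 0.02, that of Dlg4 from -0.02 to 0.04 and that of Fezf1 from -0.07 to 0.39.

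With WT A and WT D alone, 93 genes were called, of which 72 were among the 77. The sign changed for Tnc (0.25), Col2a1 (0.01), Slc5a7 (-0.05), Megf10 (0.03), Megf11 (0.04), Fezf1 (-0.07), Sox2 (-0.06), Isl1 (0.01), Gabra2 (-0.07), Slc17a7 (0.10), Gad1 (0.0028), Gphn (-0.03), Ddx3y (-0.02), Uty (-0.04) and Eif2s3y (-0.17). With the mitochondrial covariate 95 genes were called, 3 of the 9 ECM genes had an unadjusted p under 0.05, and the sign changed for Tnc (0.23), Megf10 (0.03), Megf11 (0.0047), Fezf1 (-0.03), Sox2 (-0.05), Gabra2 (-0.05), Slc17a7 (0.09), Gphn (-0.01), Ddx3y (-0.01), Uty (-0.01) and Eif2s3y (-0.14). In both fits 2 marker lists passed. With array weights the sign changed for Tnc (0.13), Megf10 (0.0048), Sox2 (-0.0033), Gabra2 (-0.06), Slc17a7 (0.08), Ddx3y (-0.02) and Eif2s3y (-0.07). After the GC correction it changed for Gabra2 (-0.00035), Slc17a7 (0.05) and Ddx3y (-0.17), under quantile normalization for Megf10 (0.0028) and under median ratios for Dlg4 (-0.0024). None of these genes was called with either sign, and the cause of the changes was not tested gene by gene.

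The share of called genes with another within 1 Mb was 67.5% for windows of 0.5 Mb, 81.8% for windows of 5 Mb, 63.4% for the calls with WT A and WT D alone and 46.4% for the paper's calls. Of the 62 protein-coding genes called, 42 had such a neighbor. Each of these values lay above that of the largest random set (one-sided permutation p = 0.0001, the smallest the sets can give). The share of called genes near a targeted gene was no higher than elsewhere at 5 Mb (0.259%), at 20 Mb (0.090%) or for the paper's calls (0.746%). At the depth of 23.7 M reads in WT B, a value of 0 allows up to 5.34 normalized counts, which limits the fold changes of genes absent from WT. The repeat with DESeq2 and the fit with Xist as a covariate were not run.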

Differences from the paper's values

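All values in this part come from tests chosen before the result was seen, except where the text names a comparison as chosen after seeing the values.

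The paper reports 263 differentially expressed genes, 142 lower and 121 higher in the quadruple KO. Here 77 genes were called, 31 lower and 46 higher. None of the alternatives set before the data were examined came within 1.5 times of the paper's counts. The nearest were array weights with 143 genes, 72 lower and 71 higher. The first principal component of the residuals as a covariate gave 5857 genes.

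For Glp1r the paper's value is -5.933, against -5.35 here. The quadruple KO mean of this gene was only 2.53 normalized counts, so its value depended on the pseudocount. It was -3.60 with a pseudocount of 10, and adding 1 to each count understates the fall. Quantile normalization (-5.82), a pseudocount of 0.1 (-5.77), and the fits without WT A (-5.49) and without WT D (-5.48) brought the value within the spread, and the other alternatives did not.

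Of the 29 genes reported here that the paper names at its adjusted p, 22 were not called. With the first principal component of the residuals as a covariate all 22 were called. This covariate was taken from the spread within the groups of the same libraries. It left the fold changes as they were and lowered that spread, so these calls are not support for the 22 genes. Array weights called Hapln4, Lama2, Lama3, Arrdc3, Aqp1, Lrp2, Spg11, P2rx7, Rapgef4 and Igf1r. The minimum mean of 100 called Spg11, eBayes without trend called P2rx7, the fit without WT A called Col15a1, and the fit without KO D called Arrdc3 and Lrp2. Among comparisons chosen after seeing the values, WT A and WT D alone and the mitochondrial covariate called Hapln4 and Spg11, and the GC correction called Spg11. Of the 9 ECM genes that the paper gives at an unadjusted p under 0.05, Col1a1, Col2a1 and Gpc1 did not reach it here.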

Other observations

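Apart from the tests of the other splits, of the sex-linked genes and of the 15 marker lists as sets between the genotypes, the tests in this part, and every comparison with WT A and WT D alone, were chosen only after the result was seen.

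Of the 35 splits of the 8 libraries into groups of 4, 1 gave as many called genes, the split by genotype itself. No other split called more than 1 gene at the adjusted p. At an unadjusted p under 0.05 the split by genotype gave 2922 genes and the split that exchanges WT D and KO A gave 3074, and with one library left out the number ran from 1366 (without WT B) to 6040 (without WT D), so the unadjusted counts do not set the genotypes apart from other groupings. The calls were also set against the sex of the mice, which is not known for each library. None of the called genes lies on chromosome X or Y (0 genes), where 97 of the 558 genes tested had an unadjusted p under 0.05. The Y-linked genes Ddx3y, Uty, Kdm5d and Eif2s3y were found in every library, with lowest values of 1787, 1601, 749 and 617 normalized counts, and none was called (lowest limma adjusted p = 0.30). All 4 were lower in both WT B and WT C than in WT A and WT D (median difference -0.47 on the log2 scale). The retinae were pooled, mice of both sexes were used and Xist was not analysed here, so a different number of males and females in the groups cannot be told apart from other differences between the libraries.

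WT B and WT C differed from the other 6 libraries in the same genes. Across 12630 genes with a mean of at least 100 normalized counts, the difference of WT B from WT A and that of WT C from WT D, which share no library, had a correlation of 0.73, while pairs of quadruple KO libraries gave -0.24 to 0.06. Genes are not independent replicates, and no p is given. In 12494 of the 17636 genes tested, WT B and WT C lay both above or both below WT A and WT D. Counting noise from the lower depth of WT B and WT C would give no such correlation. After a correction for GC content, which lowered the correlation of the difference with GC content from 0.42 to -0.06, it was still 0.70, and it was 0.73 after a trend on exonic length was removed. A single abundant RNA that took a large share of the counts would move all other genes by one factor, but 16.1% of the genes were higher and 10.9% lower by more than 0.5 on the log2 scale. KO tissue under a WT name is excluded by Ncan, whose lowest value in WT B and WT C was 729 normalized counts.

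RNA from other tissues of the eye was weighed with the marker lists. All 6 lens genes were higher in both WT B and WT C than in WT A and WT D (median difference 3.21 on the log2 scale). The summed lens markers held 2912 normalized counts in WT B, 849 in WT C, 86.1 in WT A and 256 in WT D, and from 37.7 (KO B) to 1995 (KO C) in the quadruple KO. The most abundant of these genes, Crybb2 and Cryaa, had 1170 and 1154 normalized counts in WT B. The summed markers of pigment epithelium were highest in WT D with 6641, against 3403 in WT B and 3282 in WT C. In WT B and WT C, the lens markers held at most 0.0069% of the counts and those of pigment epithelium 0.00806%. Those of fibroblasts and sclera, the most abundant of which were Pdgfra and Col1a2, held at most 0.00222%. A share of 29.3% of another tissue would be needed to lower a gene by 0.5 on the log2 scale. The markers are only a part of a tissue's RNA, and the size of that part was not measured. Their shares can therefore not be set against the 29.3%. Whether RNA of these tissues lowered genes in WT B and WT C stays undecided. The summed markers of fibroblasts and sclera were highest in WT B (937) and WT C (771), against 659 in WT A and 626 in WT D. In the quadruple KO they ran from 515 (KO B) to 643 (KO A). Of the 5 genes of this list, 3 were higher in WT B and WT C and 2 lower. Lens RNA stays open as the source of the lens genes themselves, and RNA of fibroblasts and sclera as that of the 3 higher genes of its list. Whether such RNA raised other collagen genes was not tested. A difference in the preparation of the libraries or in RNA quality stays open. WT C had 14.8% of its counts on SRP RNA, but the paper's text gives a lower bound on RNA integrity for all samples, no value for each library and no batch, and this cannot be told apart from a difference between the animals.

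This difference within WT bears on the comparison of the genotypes. Across all genes tested, the log2 fold change of the quadruple KO had a correlation of -0.55 with the difference of WT B and WT C from WT A and WT D. These contrasts share no chance variation only when the libraries vary alike. The array weights were 0.164 for WT B and 0.156 for WT C, against 2.86 for WT A and 0.963 for WT D, so this condition was not met. A wider spread of WT B and WT C alone gives a negative correlation, so the value expected without a shared cause is not known. The fold changes may still in part reflect the position of WT B and WT C. The fold change also followed GC content (Spearman's rho -0.36), and did not against WT A and WT D alone (0.018). Of the 77 genes called here, 72 were called again against WT A and WT D, with a median ratio of the fold changes of 0.97, so the difference within WT is not their source. Of the paper's other 185 calls that were tested, 10 were called against WT A and WT D, the median ratio was 0.72, and 167 (90.3%) had a direction against the difference within WT. Of the 2663 genes outside the paper's calls with an unadjusted p under 0.05, 4 were called against WT A and WT D, the median ratio was 0.44, and 94.3% had such a direction, as had 80.4% of all genes tested. The 185 genes were set apart by not being called here, which the spread within WT affects, and a part of WT B and WT C in these calls cannot be told apart from what holds across the genome. WT A and WT D were singled out by their share of mitochondrial mRNA and are not a condition, and if they share a handling with the quadruple KO libraries that WT B and WT C do not, the same values would follow. The paper's calls that were not called here were also counted among themselves. Of these, 51 of 183 lay near another one, against a median of 43 in random sets (one-sided permutation p = 0.161). Neighbors among the 77 genes called here were left out, so this count does not show whether the 183 genes lie near those.

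Nes (chromosome 3 from 87878385 to 87887758) starts 16450 bp before Bcan and was the called gene found near a targeted gene. Its log2 fold change was -1.12 (standard error 0.17, limma adjusted p = 0.020), and against WT A and WT D alone its limma adjusted p was 0.051. DNA linked to the Bcan allele, or the Bcan deletion itself, might lower Nes, and so might the loss of the 4 proteins. With 1 gene and no genotypes used here these cannot be told apart.

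None of the 15 marker lists passed an adjusted p of 0.05 with camera, with fry or with an estimated correlation, while 3 had an unadjusted camera p under 0.05. The median log2 fold change was -0.19 for retinal ganglion cells (6 of 8 genes lower, limma adjusted p = 0.16), 0.21 for rods (6 of 8 higher, limma adjusted p = 0.16) and 0.19 for GABAergic and glycinergic amacrine cells (6 of 7 higher, limma adjusted p = 0.187). Without WT B the list of retinal ganglion cells passed (limma adjusted p = 0.024), and without WT C the list of rods (limma adjusted p = 0.018). Against WT A and WT D alone both passed, with all 8 genes of each list in one direction and medians of -0.21 and 0.13. These fits on fewer libraries used camera at the preset correlation of 0.01 only. Over all 8 libraries, an estimated correlation moved the unadjusted camera p from 0.0213 to 0.247 for retinal ganglion cells. For rods it moved from 0.0162 to 0.201, so the passes depend on the preset value. The other lists had medians of 0.17 (endothelial cells), -0.39 (fibroblasts and sclera), -0.01 (cones), -0.08 (horizontal cells), 0.06 (inhibitory and excitatory synapse), -0.50 (lens), -0.23 (microglia), 0.13 (Mueller glia), -0.06 (oligodendrocytes), 0.03 (retinal pigment epithelium) and -0.10 (rod bipolar cells). The lens median depended on single libraries. With one library left out it ran from -1.46 (without KO C) to 0.42 (without KO B), and against WT A and WT D alone it was 0.96.

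For starburst amacrine cells the median was 0.06, with 4 of 8 markers lower and 4 higher (limma adjusted p = 0.907). Chat had a log2 fold change of -0.09 and Slc18a3, which lies within Chat on the same strand, one of 0.35. Fewer starburst amacrine cells could lower the list as a set, but a median near 0 over markers that go both ways leaves this open. In adult retinae the paper reports fewer of these cells in the ganglion cell layer and no change in the inner nuclear layer. A fall over the whole retina could therefore be small, and the list cannot decide for or against it. The retina holds other cells that express some of these markers, and Isl1 is also on the list of rod bipolar cells.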
